# GLUT3/SLC2A3 Is an Endogenous Marker of Hypoxia in Prostate Cancer Cell Lines and Patient-Derived Xenograft Tumors

**DOI:** 10.3390/diagnostics12030676

**Published:** 2022-03-10

**Authors:** John M. Ryniawec, Matthew R. Coope, Emily Loertscher, Vignesh Bageerathan, Diogo de Oliveira Pessoa, Noel A. Warfel, Anne E. Cress, Megha Padi, Gregory C. Rogers

**Keywords:** hypoxia, prostate cancer, glucose transporter, SLC2A3, GLUT3

## Abstract

The microenvironment of solid tumors is dynamic and frequently contains pockets of low oxygen levels (hypoxia) surrounded by oxygenated tissue. Indeed, a compromised vasculature is a hallmark of the tumor microenvironment, creating both spatial gradients and temporal variability in oxygen availability. Notably, hypoxia associates with increased metastasis and poor survival in patients. Therefore, to aid therapeutic decisions and better understand hypoxia’s role in cancer progression, it is critical to identify endogenous biomarkers of hypoxia to spatially phenotype oncogenic lesions in human tissue, whether precancerous, benign, or malignant. Here, we characterize the glucose transporter GLUT3/SLC2A3 as a biomarker of hypoxic prostate epithelial cells and prostate tumors. Transcriptomic analyses of non-tumorigenic, immortalized prostate epithelial cells revealed a highly significant increase in GLUT3 expression under hypoxia. Additionally, GLUT3 protein increased 2.4-fold in cultured hypoxic prostate cell lines and was upregulated within hypoxic regions of xenograft tumors, including two patient-derived xenografts (PDX). Finally, GLUT3 out-performs other established hypoxia markers; GLUT3 staining in PDX specimens detects 2.6–8.3 times more tumor area compared to a mixture of GLUT1 and CA9 antibodies. Therefore, given the heterogeneous nature of tumors, we propose adding GLUT3 to immunostaining panels when trying to detect hypoxic regions in prostate samples.

## 1. Introduction

Oxygen consumption rates are high in tumors due to the proliferative nature of cancer cells and to the presence of infiltrating immune cells. Consequently, uncontrolled proliferation of cancer cells causes tumors to outgrow their blood (and, thus oxygen) supply, leading to regions with low oxygen levels, known as hypoxia [1]. Although solid tumors can compensate by promoting angiogenesis, the new vasculature is often poorly constructed with leaky vessels, blind ends, and shunts [2]. Fluctuations in interstitial pressure, coupled with the absence of lymphatic drainage, can cause sporadic vascular collapse, resulting in cyclic (or intermittent) hypoxia, often heterogeneously distributed within the tumor [3,4]. Although early estimates suggested that 50–60% of solid tumors contain regions of hypoxia or anoxia (a lack of oxygen) [5], it is now well established that hypoxia is a hallmark of most, if not all, solid tumors [4,6].

Hypoxia has a profound impact on tumorigenesis and cancer progression because low oxygen tension selects for stress-tolerant tumor cells with enhanced genomic instability, defects in apoptosis, and an aggressive cancer phenotype [7,8,9,10]. Cells exposed to acute hypoxia (low intracellular oxygen levels that last minutes to hours) or chronic hypoxia (lasting hours to days) exhibit dramatic changes in gene expression due to the stabilization of hypoxia-inducible factors (HIF), HIF-1α and HIF-2α These HIF transcription factors are master-regulators of the hypoxia response, accounting for the bulk of transcriptional changes in hypoxia [11,12]. Hypoxia and activation of the HIF-1α/2α gene networks participate in numerous cancerous behaviors including cell immortalization, most aspects of the metastatic cascade, vascularization, and suppression of the immune response [11,13,14,15,16,17]. Not surprisingly, low oxygen levels are associated with resistance to chemotherapy and radiotherapy, as well as poor patient survival [18,19,20,21].

In hypoxia, a reduced efficiency of electron transfer in mitochondria generates an excess of reactive oxygen species (ROS) [22]. To suppress ROS and meet their high energy demands, proliferating tumor cells adapt to oxygen deprivation by switching from aerobic to anaerobic metabolism, a hallmark of solid tumors known as the Warburg effect [23,24]. Some direct targets of HIF transcription facilitate anaerobic glycolysis by increasing glucose uptake or combatting tumor acidification. A common HIF target, carbonic anhydrase IX (CA9), is a membrane-bound enzyme that regulates both extracellular and intracellular compartmental pH [25,26,27]. In general, CA9 expression is suppressed in normoxia, but highly upregulated by hypoxia in a variety of cancer cell types [28,29]. Moreover, CA9 has been localized to perinecrotic areas within tumors and associates with a poor patient prognosis [30,31,32,33,34,35]. Another well-established HIF-1α target that contributes to a tumor cell’s high rate of glucose uptake is the glucose transporter 1, GLUT1 (encoded by the SLC2A1 gene) [36,37,38,39,40]. GLUT1 is ubiquitously expressed and also upregulated by hypoxia in several in vitro and in vivo tumor models, where it contributes significantly to tumor growth [1,41].

Hypoxia is especially pathologically relevant in prostate cancer because it is associated with biochemical relapse after radiotherapy and local recurrence in the prostate gland, induces androgen-independent growth, and promotes disease progression [42,43,44,45]. Physiological oxygen levels (physoxia) are normally quite low in the prostate (>5% median oxygen) compared to other tissues, and can plummet to 0.3% median oxygen in prostate cancer [3]. Given the influence of hypoxia on malignant transformation, detection of hypoxia in normal tissue and tumors is an important goal which could aid in personalized therapeutic decisions. One strategy is to utilize immunohistochemistry or fluorescence microscopy to spatially phenotype hypoxia within tissues. In this regard, CA9 and GLUT1 have been examined as endogenous biomarkers of hypoxia, specifically chronic hypoxia, because low oxygen levels increase their expression [10]. However, in the case of CA9, its expression in prostate cancer is inconsistent; CA9 is highly expressed in androgen-independent prostate cancer cell lines in hypoxia, but absent or moderate in primary prostate cancer and benign prostatic hypertrophy (BPH) [26,46,47,48,49]. GLUT1 is expressed in cultured prostate cancer LNCaP cells as well as BPH but absent in malignant prostate tumors [50]. Thus, there is a need to explore new hypoxia biomarkers in prostate tumors while considering that the best option may be to probe for a panel of intrinsic markers [51]. Here, we demonstrate that the glucose transporter, GLUT3, is highly expressed in non-tumorigenic prostate epithelial cells and prostate cancer cells when cultured in hypoxia. Coupled with its co-localization with hypoxia markers in mouse xenograft tumors and PDX prostate cancer models, our findings suggest that GLUT3 should be included in a panel of endogenous biomarkers of hypoxia for further clinical investigation.

## 2. Materials and Methods

### 2.1. Cell Culture

DU145 cells were obtained from the American Type Culture Collection (ATCC, #HTB-81). CTN-9 cells were derived from immortalized human PrEC cells and transformed by transient centrosome removal which induced chromosomal instability [52]. CTN1-2 and CTN2-2 lines were isolated from mouse xenograft tumors formed from CTN-9 cells [52]. CTN-9, CTN1-2, CTN2-2, and DU145 cells were cultured in Iscove’s modified Dulbecco’s medium (IMDM; Corning, Manassas, VA, USA, cat. no. 10-016-CV), supplemented with 10% fetal bovine serum containing detectable levels of testosterone and corticosteroids (FBS, Omega Scientific, Tarzana, CA, USA, FB-11), and 100 IU penicillin, 100 μg/mL streptomycin (Corning, Manassas, VA, USA, Product No. 30-002-CI). Immortalized RWPE-1 cells (ATCC, CRL11609TM) were cultured in Keratinocyte Serum Free Medium (K-SFM; ThermoFisher, Grand Island, NY, USA, 10724-011) with 0.05 mg/mL BPE, 5 ng/mL EGF. All cells maintained at 37 °C in a 5% CO_2_ atmosphere. Hypoxia experiments were performed at 1% O_2_ using a H35 Hypoxystation (Don Whitley Scientific, West Yorkshire, UK).

### 2.2. RNA-Seq Sample Preparation

Triplicate samples of cultured RWPE1 cells were prepared in normoxia (20% O_2_) and cells shifted to hypoxia (1% O_2_) for 6, 12, and 24 h. RNA was isolated using the Qiagen RNeasy mini kit (Qiagen, Hilden, Germany, catalog #74104), which uses size exclusion to isolate all RNAs longer than 200 nucleotides. Homogenization of RWPE1 cells was performed using a 22-gauge hypodermic needle as instructed by the RNeasy protocol. Genomic DNA was removed from samples using Qiagen RNase-Free DNase Set (Qiagen, Hilden, Germany, catalog #79254) as instructed in the RNeasy protocol. RNA was sequenced at the University of Arizona Genomics Core.

### 2.3. RNA-Seq Data Processing

Raw reads were trimmed with Trimmomatic Version 0.39 in single end mode with a phred score threshold of 33, using the universal TruSeq-3-SE adapter reference and retaining reads at least 36 base long. Processed reads were aligned with STAR using a GRCh38 reference genome (version 99). Gene level counts were generated with featureCounts from the Rsubread package. Low-expressing genes were removed using filterByExpr with default parameters from edgeR. Counts were normalized using TMM and voom from edgeR, with the time points (0 h, 6 h, 12 h, and 24 h) being the experimental conditions specified in the design matrix.

Principal Component Analysis (PCA) was performed using prcomp in R, and differential expression analysis was performed using limma in edgeR. *p*-values were adjusted for multiple testing using the Benjamini-Hochberg method. To plot the expression of differentially expressed hypoxia genes, we took all genes from the MSigDB Hallmark gene set for hypoxia and selected genes that were differentially expressed (Padj < 0.05) and had abs(log2 fold change) > 2 in all three comparisons 6 h vs. 0 h, 12 h vs. 0 h, and 24 h vs. 0 h. The heatmap was created using the package ComplexHeatmap and represents the log2expression mean-centered by row.

To generate a single volcano plot and functional enrichment analysis across all three comparisons (6 h vs. 0 h, 12 h vs. 0 h, and 24 h vs. 0 h), we computed summary statistics as follows. The *x*-axis of the volcano plot was computed as the average of the log2 fold change values across the three comparisons. The *y*-axis was computed as the average of the −log10(Padj) values across all three comparisons. To run Gene Set Enrichment Analysis (GSEA), we ranked each gene by its differential expression Padj value in each of the three comparisons and then computed the average rank across all three comparisons. The average rank was multiplied by the sign of the average fold change and then used to run pre-ranked GSEA with the MSigDB Hallmark gene sets.

### 2.4. Flow Cytometry

Cells were fixed by suspending in PBS with 4% PFA for 15 min and then suspended in Permeabilization Buffer (PBS, 0.5% Triton X-100) for 15 min, followed by ICC-Block (PBS, 5% NGS, 0.1% Triton X-100) for 30 min. Primary antibodies were diluted in ICC-Block, incubated for 1 h, washed and then incubated in secondary antibody for 30 min before final resuspension in PBS for analysis. All incubations were done in the dark, at room temperature, and on a rocker. Flow cytometry was performed using the Attune NxT Acoustic Focusing Cytometer (ThermoFisher, Waltham, MA, USA) and accompanying software. Antibodies used include GLUT1, GLUT3, and CA-9 at 1:1000 and PE Donkey anti-Rabbit (Biolegend, San Diego, CA, USA, 406421) at 1:500. Hoechst 33342 was used at 1:1500.

### 2.5. Immunofluroescence Microscopy

Cells were cultured in 8-well chamber slides (MatTek, Ashland, MA, USA, part no. CCS-8), washed in PBS, and fixed in ice-cold methanol for 12 min. After 5 min rehydration in ICC Wash (PBS, 0.1% Triton X-100), cells were rinsed in Permeabilization Buffer (PBS, 0.5% Triton X-100) for 15 min, blocked in ICC-Block (PBS, 5% NGS, 0.1% Triton X-100) for 30 min, and incubated with primary antibodies in ICC-Block for 1 h at room temperature. Next, cells were washed three times in ICC-Wash, incubated with secondary antibodies and Hoechst 33342 for 30 min at room temperature, then washed three times in ICC-Wash (5 min each), and mounted using ProLong Diamond Antifade Mountant (Thermo Fisher Scientific, Waltham, MA, USA, P36970). Antibodies used include GLUT1 (Atlas, Fort Collins, CO, USA, HPA058494), GLUT3 (Proteintech, Rosemont, IL, USA, 20403-I-AP), and CA-9 (Novus, Littleton, CO, USA, NB100-417SS) at 1:1000 dilution. Alexa Fluor 488 Goat anti-Rabbit (Invitrogen, Waltham, MA, USA, A11034) at 1:1500 and Hoechst 33342 (Invitrogen, Waltham, MA, USA, H3570) at 1:3000 dilution.

For xenograft tumor staining, FFPE blocks were sectioned at 5 µm thickness and mounted on slides. Slides were baked at 65 °C overnight and deparaffined by washing in xylene three times, for 7 min each, followed by passing through 100%, 70%, and 50% isopropanol and water for rehydration. Antigen retrieval was performed using an EnVision FLEX target retrieval DAKO solution high pH ((Agilent, Santa Clara, CA, USA, DM828) buffer and heated at 97 °C using a decloaking chamber for 20 min. Slides were washed in IHC-Wash (0.1 M Tris-HCl, 0.3 M NaCl, 0.1% Tween 20, and 7.7 mM NaN_3_, pH 7.6 at 25 °C) following by IHC-Block (5% normal goat serum, 0.1 M Tris-HCl, and 0.15 M NaCl, pH 7.6 at 25 °C) for 30 min at room temperature. Primary antibodies were diluted in IHC-Block and incubated at 4 °C overnight in a humidified chamber. Slides were then washed three times in IHC-Wash and incubated with a secondary antibody for 30 min at room temperature. Next, slides were washed three times in IHC-Wash, mounted using ProLong Diamond Antifade Mountant + DAPI (Thermo Fisher Scientific, Waltham, MA, USA, P36966), and stored overnight in the dark at room temperature to cure the mountant. Slides were imaged or stored at −20 °C for future analysis. Antibodies used include GLUT1 and CA-9 at 1:150 dilution, GLUT3 at 1:200 dilution, PIMO (Hydroxyprobe, Burlington, MA, USA, Hypoxyprobe1MAB1) at 1:100 dilution, E-Cadherin (Abcam, Cambridge, UK, ab76055) at 1:300 dilution, Alexa Flour 488 goat anti-mouse (Jackson Immunoresearch, West Grove, PA, USA, AB_2341099) and Rhodamine Red goat anti-rabbit (Jackson Immunoresearch, West Grove, PA, USA AB2338028) at 1:200 dilution.

Cells and tissue sections were imaged using a CSU-W1 SoRa Yokogawa spinning-disk field scanning confocal system assembled on a Nikon (Tokyo, Japan) ECLIPSE Ti2 inverted microscope with a Kinetix CMOS 10MP camera. For tissue, adjacent fields were imaged using a 4× objective (CFI60 Plan Apochromat λ 4×, NA 0.2, Nikon) or a 20× objective (CFI60 Plan Apochromat λ 20×, NA 0.75, Nikon), and then stitched together in Nikon NIS-Elements Microscope Imaging Software. Tissue culture cells were imaged with a 40× objective (CFI Plan Apochromat λ S 40XC Silicone, NA 1.25, Nikon) and maximum intensity projections of z-stacks were made in NIS-Elements. H&E samples were imaged using a Nikon BioPipeline Slide Scanner assembled on an Eclipse Ni-E microscope using a Color DS Fi3 camera and NIS-Elements Microscope Imaging Software.

### 2.6. Tumor Tissue Acquisition and PDX Passaging

Mouse xenograft and PDX tumors were conducted with Animal Care and Use Committee approval using the Experimental Mouse Shared Resource (University of Arizona Cancer Center). A total of 10 × 10^6^ cells (DU145, CTN1-2 or CT2-2) were injected subcutaneously into the rear flanks of male NOD/SCID/IL2Rγnull (NSG) mice (Jackson Laboratories), 2 injection sites per mouse. Tumor growth was measured 2 times/week and tumor volume estimated according to the formula: [(width)^2^ × length]/2. Mice were injected with pimonidazole (60 mg/kg by i.p.) 45 min prior to sacrifice to mark hypoxic tissue. Animals were terminated by cervical dislocation when total tumor reached 2000 mm^3^. PDX models were provided by Dr. Nora Navone (MD Anderson Cancer Center) [53]. PDX tumor specimens were propagated by serial passage into male SCID mice by subcutaneous flank injection. Tumors up to 1.5 cm in the longest measurable dimension were harvested and implanted into new host mice. The time that tumors take to grow to that size varies from approximately 3 to 12 weeks depending on the specific prostate cancer xenograft being used.

### 2.7. Image Analysis

Stitched images were cropped to 5 mm × 5 mm squares prior to analysis (equivalent to 2 × 2 stitched 4× images). Analysis was performed in NIS Element’s GA3 pipeline builder. All thresholds were determined empirically. For pimonidazole-injected xenografts, a minimum intensity threshold for the PIMO stain was determined and applied to each serial section to maintain consistency. First, a binary mask representing the tumor section was thresholded using the DAPI channel and eroded by 10 pixels to avoid sampling within tumor edges and all subsequent masks were restricted to regions that fall within this mask. Next, a binary mask representing autofluorescent red blood cells was thresholded in the DAPI channel. Finally, only regions containing high intensity of our stain of interest that were >30 µm in size were used for quantitation to avoid spurious bright pixels. The red blood cell mask was then subtracted from the PIMO mask. The PIMO mask was then dilated by 15 µm twice and the inner sections were removed to create the surrounding “donuts”. To generate a mask of the tumor background, the mask representing 30 µm away from the PIMO stain was excluded from the larger tumor mask. Finally, the mean fluorescence intensity of our marker of interest was taken for each region. Fold change was determined relative to the tumor background mean intensity.

Thresholds for patient-derived xenografts were determined as above except the tumor mask was determined using E-cadherin instead of DAPI and the marker binary was not dilated. Furthermore, the binary representing the marker of interest was determined by the triple stain and then kept consistent throughout the other two images. Total area of the stain of interest was then divided by the total tumor area and multiplied by 100 to determine the percentage of positive area.

## 3. Results

### 3.1. GLUT3 Is Highly Expressed in Hypoxic Immortalized Prostate Epithelial Cells

Hypoxia induces the expression of approximately 1% of the genome and, although there appears to be some common upregulated genes, the transcriptional response can vary dramatically in different cell types [51,54]. Since hypoxia is an early event in primary prostate tumor formation [55,56], we focused on understanding the hypoxic transcriptional response in non-tumorigenic prostate epithelial RWPE-1 cells with the goal of identifying candidate biomarkers that may identify hypoxia in normal, precancerous, and tumor tissue [57]. Furthermore, transcriptional responses change as cells spend more time in hypoxia. Therefore, we sought to find commonly upregulated genes throughout a hypoxic time course.

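RWPE1 is an immortalized, non-tumorigenic line of prostate epithelial cells, and each time point was planned with 3 replicates. RNA longer than 200 nucleotides was treated with DNase, and 12 stranded libraries were built together and read as 75-cycle single ends. Of these, 11 were analysed here: 3 from normoxia (called 0 h), 3 after 6 h, 3 after 12 h and 2 after 24 h. The third 24 h library was not analysed here, and an alternative fit without it met the paper's listed 24 h values, as given below. By the sample descriptions the hypoxic cells also received HEPES buffer in their medium, so oxygen and buffer changed together in every comparison with 0 h.

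The authors aligned the reads with STAR and counted them per Ensembl gene with featureCounts, and these whole-number counts, neither filtered nor normalized, are the starting point here. The paper's text does not state the strand setting or the handling of reads with several matches. Between 27496009 and 49488345 reads per library were counted, with medians of 32346824, 29959542, 34018989 and 30781704 at 0, 6, 12 and 24 h. With filterByExpr at its defaults, 19981 of 60676 genes were tested. TMM normalization factors, used in all counts per 1000000 (CPM), ran from 0.539 in 24 h replicate 2 to 1.32 in 0 h replicate 2.

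All 11 libraries were fitted together in edgeR with the time point as the only factor, and the biological coefficient of variation was 19.6%. The samples, the test, the gene lists and the alternatives were set before the data were examined, apart from the alternatives described as chosen later. A gene is called where edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes gives an adjusted p under 0.05. An exact two-sided permutation test of 3 libraries against 3 cannot give a p below 0.1, and none was run for the 2 libraries at 24 h. Where a group had no more than 3 counts in any library, its fold change is printed as a lower bound. Such a bound covers counting error only.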

RNA was isolated and sequenced from cells cultured in either normoxic conditions (20% O_2_) or after shifting to hypoxia (1% O_2_) for 6, 12, and 24 h. 

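Principal component analysis was run with prcomp, centred and without scaling, on the log2 CPM of the tested genes. PC1 held 54.1% of the variance and PC2 21.9%. The 3 normoxic libraries scored from -108 to -106 on PC1 and the 8 hypoxic libraries from 17.7 to 102. Over the same values, Euclidean distances were 40.3 to 47.3 between normoxic libraries, 70.0 to 87.1 at 6 h and 49.5 to 73.6 at 12 h. The pair at 24 h lay 139.9 apart, and a normoxic and a hypoxic library lay 138.9 to 231 apart. Scaling each gene to unit variance moved the share on PC1 most, to 43.5%. Library size in place of TMM gave 61.5%, and leaving out 1 library at a time gave 48.8% to 62.3%, the highest without 24 h replicate 2.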

Principle component analysis (PCA) revealed tight clustering of the normoxic samples away from all hypoxic samples, showing that the hypoxia response explains most of the variability in the dataset (Figure 1a). Additionally, consistent upregulation of MSigDB Hallmark hypoxia genes in each sample confirmed a common hypoxia response throughout the time course (Figure 1b). However, PCA did show progressive changes to the transcriptional response as cells experienced prolonged hypoxia treatment (Figure 1a). Therefore, to find potential biomarkers that persist throughout the hypoxia response, differentially expressed genes (DEGs) were identified throughout the time course (Supplementary Tables S1–S3). 

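The 28 genes drawn in Figure 1b were chosen by the authors on these same samples, so their values here are not independent evidence. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, each of the 28 genes was called at 6, 12 and 24 h against 0 h, and each was also called when adjusted over the list alone. At each time 25 genes were higher and 3, INHA, DDIT3 and BCAN, were lower. In each of these genes the hypoxic libraries all lay on one side of the normoxic libraries.

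The rule of Figure 1b, an adjusted p under 0.05 and an absolute log2 fold change over 2 at all 3 times, was met by 27 of the 28 genes. The exception was STC1 (ENSG00000159167, chromosome 8, 23841929 to 23854806), with 1, 1 and 6 counts in the normoxic libraries. Its log2 fold change at 6 h was 1.90 (standard error 0.71, adjusted p = 0.0392 by edgeR's quasi-likelihood test, higher in 3 of 3 libraries; exact permutation p = 0.1). Across the alternatives the adjusted p of STC1 at 6 h ran from 0.00985 to 0.133, and the log2 fold change was 3.18 without 0 h replicate 3. The call was lost without 0 h replicate 1 (0.133), 0 h replicate 2 (0.120), 6 h replicate 1 (0.0688) or 6 h replicate 2 (0.119). Scaling by library size alone moved the number of genes under the rule most, to 17 of 28. With 1 library left out at a time, 25 to 28 genes met it.

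IGFBP3 (ENSG00000146674, chromosome 7, 45912245 to 45921874) had the highest average log2 fold change of the Figure 1b genes above the detection limit, 5.59. EDN2 rose with time, with log2 fold changes of 2.43, 4.30 and 6.27. DDIT3, 31.6% of whose exonic bases overlap a gene on the other strand, stood at -5.85, -3.03 and -2.73. CXCR4, with at most 1 count per normoxic library, was at least 4.37-fold, 5.29-fold and 10.3-fold higher. The bound was 2.83-fold without 6 h replicate 2, 3.35-fold without 12 h replicate 1 and 19.1-fold without 24 h replicate 2, and without 24 h replicate 1 none can be given. At 24 h BCAN was at least 2.79-fold and INHA at least 9.11-fold lower. Without 24 h replicate 1, the 24 h log2 fold changes of KDM3A, ETS1 and RORA were 1.39, 1.26 and 1.94, against 2.13, 2.35 and 3.25 with it.

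As a list, the 28 genes had median log2 fold changes of 2.69, 2.91 and 3.16, or 2.64, 2.79 and 3.16 with bounds in place of values at the detection limit. The median was higher in each of the 8 hypoxic libraries. limma's camera test, with its preset correlation between genes and Benjamini-Hochberg adjustment over 60 tests of 12 lists, gave adjusted p = 5.8e-12, 1.0e-13 and 1.2e-11. Of the 60 camera tests 43 had an adjusted p under 0.05. In limma's fry 32 of these 43 calls held, and with a correlation estimated from the data only 3 did, those of the Figure 1b list against 0 h (adjusted p = 0.00426 each).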

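In a separate analysis of the 8 hypoxic libraries, PC1 held 52.7% of the variance and PC2 17.6%. On this PC1 the 6 h libraries scored from -54.8 to -31.4, the 12 h libraries from -18.9 to -6.84, and the 24 h libraries 45.5 and 128. Distances ran from 75.2 to 100.2 between 6 h and 12 h libraries, 95.4 to 163 between 12 h and 24 h, and 124 to 189.9 between 6 h and 24 h. The 2 libraries at 24 h lay 139.9 apart, and the score of 128 was that of replicate 2. The order of times on this PC1 was not examined without that library.

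By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 989 genes were called at 12 h against 6 h (376 higher, 613 lower) and 5668 at 24 h against 12 h (3019 higher, 2649 lower). The libraries of the compared times did not overlap in 6322 genes (31.6%, with 10% by chance) and 9836 genes (49.2%, with 20% by chance).

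Single libraries moved the first of these counts widely. It was 61 without 12 h replicate 3, 123 without 12 h replicate 2, 625 without 12 h replicate 1, and 235, 144 and 1001 without 6 h replicates 1, 2 and 3. It was 431, 481 and 428 without the normoxic replicates in turn, and 3633 and 3690 without 24 h replicates 1 and 2. The second count was 3051 without 12 h replicate 2, 3175 without 12 h replicate 3 and 5214 without 12 h replicate 1. Fitting only the 6 h and 12 h groups gave 1820 genes, and limma-voom with sample quality weights gave 4489. Fitting only the 12 h and 24 h groups moved the second count most, to 0, with 5928 genes at an unadjusted p under 0.05.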

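By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 10552 genes were called at 6 h against 0 h (5018 higher, 5534 lower), 10236 at 12 h (4827 higher, 5409 lower) and 12235 at 24 h (5974 higher, 6261 lower). Hypoxic and normoxic libraries did not overlap in 13906 genes (69.6%) at 6 h, 14455 (72.3%) at 12 h and 14593 (73.0%) at 24 h. Chance gives 10% with 3 libraries against 3 and 20% with 2 against 3. The alternative that moved these counts most was limma-voom with sample quality weights, with 6169 genes at 24 h, of which 60.3% were higher against 48.8% in edgeR. With 1 library left out at a time the counts ran from 8721 to 12838 at 6 h, 8205 to 12448 at 12 h and 10837 to 12294 at 24 h.

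The balance of higher and lower genes rests on the normalization. With TMM the median log2 fold change of all tested genes was -0.0021, -0.033 and -0.065 at 6, 12 and 24 h. Scaling by library size alone put it at -0.32, -0.50 and -0.97, and the share of called genes that were higher fell from 47.6%, 47.2% and 48.8% to 27.6%, 20.0% and 16.4%. Every log2 fold change given here is therefore relative to the TMM scale and not an amount of RNA per cell.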

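By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a log2 fold change beyond 2 at each of the 3 times, 386 genes were higher and 448 lower. Without a limit on size, 2961 were higher and 3582 lower at all 3 times. The 3 comparisons share the normoxic libraries, so 10 sets of unchanged hypoxic libraries were simulated against common controls. In each of them 0 genes met either rule. No gene was changed in these sets, so few or no calls were bound to result. The sets also held no bias common to the normoxic libraries and cannot exclude one. Across genes, the log2 fold changes had r = 0.893 between 6 and 12 h, 0.726 between 6 and 24 h and 0.829 between 12 and 24 h, where the simulated sets gave means of 0.521, 0.445 and 0.453. In proportion, a filter of at least 10 counts in every library moved the counts most, to 135 higher and 105 lower. Library size in place of TMM gave 195 higher and 1038 lower.

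Of 4858 genes with a symbol, a mean of at least 1 CPM, calls in one direction at all 3 times and no overlap with normoxia, the highest averages of the fitted log2 fold change were those of KLF17, ASB2, EGLN3, SUCLA2-AS1 and FAM43B. The places of KLF17 and FAM43B rest on fits to normoxic groups at the detection limit, and by their bounds alone they need not be among the highest. KLF17 (ENSG00000171872) had 0 counts in normoxia and was at least 4.38-fold, 31.2-fold and 60.0-fold higher. Its bound at 6 h was 1.95-fold without 6 h replicate 2, and at 24 h 13.3-fold without replicate 1 and 107-fold without replicate 2. The call of KLF17 at 6 h (adjusted p = 0.0485 by edgeR's quasi-likelihood test, higher in 3 of 3 libraries; range over the alternatives 2.9e-10 to 0.153) was lost without any 1 of the normoxic or 6 h libraries. ASB2 had log2 fold changes of 5.59, 6.72 and 7.98. SUCLA2-AS1, an antisense lncRNA gene with 3 to 6 counts in normoxia, had 6.67, 6.03 and 5.61. FAM43B, with 1 to 3 counts in normoxia, was at least 44.8-fold, 35.6-fold and 25.3-fold higher.

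The lowest fitted averages, of which all but the first rest on a 24 h group at the detection limit, were those of KLHDC7B, with log2 fold changes of -4.53, -4.66 and -4.96, and of MT-TA, MTATP8P1, LCN12 and COLCA1. MT-TA is a tRNA gene of 69 bases, below the size limit of the RNA isolation, and MTATP8P1 is a pseudogene of a mitochondrial gene. At 6 and 12 h MT-TA stood at -3.15 and -4.55, MTATP8P1 at -1.57 and -2.70, LCN12 at -3.15 and -3.57, and the lncRNA gene COLCA1 at -4.03 and -3.26. At 24 h these 4 genes were at least 30.5-fold, 22.6-fold, 22.0-fold and 30.7-fold lower.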

A volcano plot of averaged fold change and *p*-value statistics revealed a large subset of genes that were significantly upregulated throughout the time course (Figure 1c, Supplementary Figure S1a–c). Moreover, Gene Set Enrichment Analysis (GSEA) using MSigDB Hallmark gene sets identified hypoxia as the second highest ranked pathway activated across each time point (Figure 1d), demonstrating the strong hypoxia-induced transcriptional response in these cells. 

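The Hallmark gene sets and the ranking by enrichment score were not used here. In their place a list of 29 known HIF target genes and a list of 18 genes of glycolysis were tested, and neither stands for a Hallmark set. Of the HIF list 6 genes are also in Figure 1b, and of the glycolysis list 3 are in Figure 1b and 1 is in the HIF list.

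The HIF list had median log2 fold changes of 1.98, 2.06 and 2.41 at 6, 12 and 24 h against 0 h (adjusted p = 1.2e-14, 3.1e-17 and 1.2e-14 by limma's camera), higher in each hypoxic library. edgeR's quasi-likelihood test called 27, 28 and 27 of its genes higher, and 28, 28 and 27 when adjusted over the list alone. The glycolysis list had medians of 1.40, 1.69 and 2.09 (adjusted p = 3.8e-07, 5.8e-10 and 9.2e-09 by limma's camera), also higher in each hypoxic library. Of its genes 15, 16 and 16 were called higher and 17, 16 and 16 were called in either direction when adjusted over the list alone. Under a correlation estimated from the data the HIF list had adjusted p = 0.0780 at each time in camera, the alternative that moved these lists most, within ranges over the alternatives that start at 2.2e-18, 6.1e-24 and 1.2e-20.

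EGLN3 (ENSG00000129521, chromosome 14, 33924227 to 34462774) had log2 fold changes of 6.23, 6.45 and 6.77 (standard errors 0.42, 0.43 and 0.44; adjusted p = 6.9e-07, 1.0e-06 and 5.7e-07 by edgeR's quasi-likelihood test). VEGFA rose by 1.24, 1.45 and 0.87 (adjusted p = 0.00102, 0.000440 and 0.0125 by edgeR's quasi-likelihood test). At 24 h the log2 fold change of VEGFA was 0.059 without replicate 1 and 1.35 without replicate 2, and its adjusted p ran from 9.7e-05 to 0.852 over the alternatives. HIF1A itself was not called, with 0.25, 0.44 and 0.44 (adjusted p = 0.240, 0.0518 and 0.0644 by edgeR's quasi-likelihood test), and at 24 h it stood at 0.069 without replicate 1 and 0.68 without replicate 2. At 6 h HIF1A stood at 0.14 without 6 h replicate 1. EPAS1 had 0.26, 0.38 and -0.16 (adjusted p = 0.0972, 0.0236 and 0.349 by edgeR's quasi-likelihood test), and at 24 h -0.28 without replicate 1. The 12 h call of EPAS1 was lost without 0 h replicate 1 (0.0690), 2 (0.0963) or 3 (0.0512) and without 12 h replicate 2 (0.114) or 3 (0.0740), in a range over the alternatives of 7.9e-05 to 0.726.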

Myc Targets V1 and V2 also showed high normalized enrichment scores (NES), which is intriguing since HIFs are known to repress Myc target genes [58,59,60]. However, the interaction between HIF and Myc is complex, as they also cooperate to drive cancer cell growth and progression [61,62]. 

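A list of 32 Myc target genes, most of them of ribosome biogenesis, had median log2 fold changes of 1.05, 0.99 and 1.04 at 6, 12 and 24 h against 0 h (adjusted p = 2.3e-08, 3.7e-08 and 1.0e-06 by limma's camera). The median was higher in each hypoxic library. edgeR's quasi-likelihood test called 26, 27 and 24 of the genes higher and 2 lower at each time, and 29, 29 and 26 in either direction when adjusted over the list alone. No gene of this list is in Figure 1b or in the HIF list. In limma's fry the adjusted p was 0.000272, 0.000476 and 0.000399. With a correlation estimated from the data it was 0.267, 0.268 and 0.281, the highest over the alternatives, whose lowest were 5.9e-10, 2.2e-09 and 6.4e-08. Library size in place of TMM moved the medians most, to 0.73, 0.53 and 0.14.

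MYC (ENSG00000136997, chromosome 8, 127735434 to 127742951) had log2 fold changes of 1.68, 1.31 and 0.68 (standard errors 0.22, 0.22 and 0.24; adjusted p = 6.5e-05, 0.000445 and 0.0277 by edgeR's quasi-likelihood test), higher in each hypoxic library. At 24 h MYC stood at 0.42 without 24 h replicate 1, its call was lost without 0 h replicate 2 (0.0902) or 0 h replicate 3 (0.0513), and scaling by library size alone gave -0.19. The adjusted p at 24 h ran from 0.00541 to 0.591 over the alternatives.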

Alternatively, the upregulation of Myc target genes may simply reflect the immortalized state of RWPE1 cells [57].

Intriguingly, analysis of the DEGs also revealed that the SLC2A3 gene (encoding GLUT3) was markedly upregulated in all three hypoxia time points, and more significantly than either GLUT1 or CA9 (Figure 1b,c; Supplementary Figures S1–S3). 

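SLC2A3 (ENSG00000059804) rose from 2.48 ± 0.267 CPM (mean ± SD, n = 3) in normoxia to 44.1 ± 6.00 at 6 h (n = 3), 58.6 ± 2.10 at 12 h (n = 3) and 59.2 ± 22.0 at 24 h (n = 2). Its log2 fold changes were 4.15, 4.56 and 4.58 (standard errors 0.21, 0.22 and 0.23; adjusted p = 2.8e-07, 3.7e-07 and 1.8e-07 by edgeR's quasi-likelihood test; exact permutation p = 0.1 at 6 and 12 h), higher in all 8 hypoxic libraries. With 1 library left out at a time they ran from 4.05 to 4.24, 4.49 to 4.65 and 4.08 to 4.90.

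SLC2A1 (ENSG00000117394, chromosome 1, 42925353 to 42958893) encodes GLUT1 and had 476 ± 40.3, 1637 ± 219, 2438 ± 499.8 and 3962 ± 101.4 CPM. Its log2 fold changes were 1.78, 2.36 and 3.06 (standard errors 0.20, 0.21 and 0.22; adjusted p = 2.0e-05, 5.2e-06 and 1.1e-06 by edgeR's quasi-likelihood test; exact permutation p = 0.1 at 6 and 12 h), higher in all 8 hypoxic libraries. CA9 (ENSG00000107159, chromosome 9, 35673928 to 35681159), 35.7% of whose exonic bases overlap a gene on the other strand, had 0.756 ± 0.334, 6.79 ± 1.75, 15.9 ± 6.38 and 38.7 ± 2.59 CPM. Its log2 fold changes were 3.17, 4.402 and 5.68 (standard errors 0.39, 0.40 and 0.43; adjusted p = 3.7e-05, 6.4e-06 and 1.2e-06 by edgeR's quasi-likelihood test; exact permutation p = 0.1 at 6 and 12 h), higher in all 8 hypoxic libraries. At 24 h the fold change of CA9 was thus larger than that of SLC2A3, and so was its p-value.

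Ranked by p over the tested genes, SLC2A3 was number 4, 1 and 5 at 6, 12 and 24 h, SLC2A1 956, 192 and 106, and CA9 1311, 232 and 136. By the average of -log10 adjusted p, which was 6.58 for SLC2A3, 5.31 for SLC2A1 and 5.18 for CA9, the ranks were 1, 235 and 300. Scaling by library size alone moved the rank of SLC2A3 most, to 81, limma-voom put it at 8, and leaving out 1 library gave 1 to 6. Without a filter on low counts CA9 ranked 8 at 24 h and SLC2A3 14, the only alternative in which CA9 came first at any time. A rank by p weighs the spread between replicates as well as the size of the change. In amount, SLC2A1 stayed the more abundant transcript, with 192, 37.1, 41.6 and 67.0 times the CPM of SLC2A3 at 0, 6, 12 and 24 h.

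**Figure D1:**
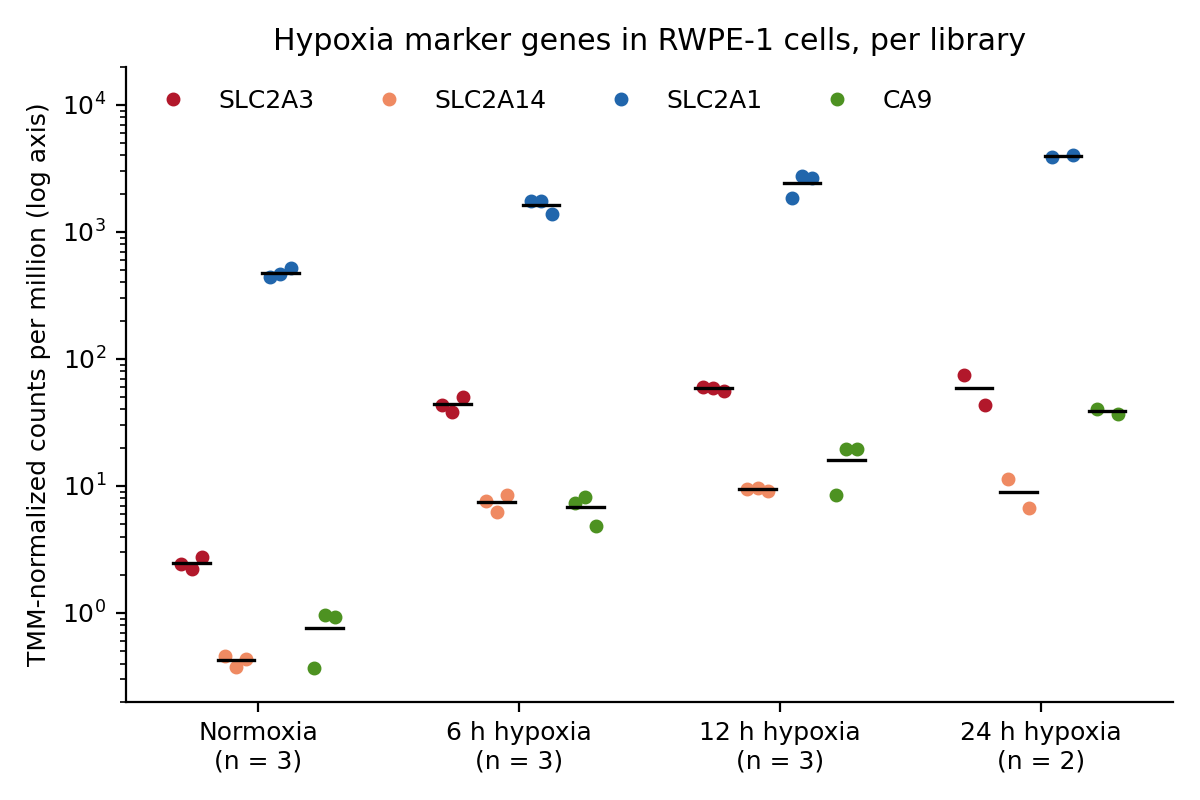
CPM of SLC2A3, SLC2A1, CA9 and SLC2A14 in each library at 0, 6, 12 and 24 h.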

Like GLUT1, GLUT3 is a class I member of the Na^2+^-independent family of facilitative glucose transporters and has a high affinity for glucose [39]. GLUT3 has widespread expression in tissues including the liver, kidney, and placenta, as well as neurons and parenchymal cells in the brain [39,41]. Importantly, GLUT3 is a member of the Hallmark hypoxia gene set and known to be upregulated in a variety of hypoxia models (Figure 1b). These include mouse blastocysts, rat and human neuronal lines, human embryonic stem cells, invasive ductal breast carcinoma, HeLa and choriocarcinoma cells as well as an ischemic brain injury mouse model of encephalopathy [63,64,65,66,67,68,69]. Moreover, GLUT3 expression in hypoxia is mediated by HIF-1α binding to a HRE in the GLUT3 promoter [65,67]. Notably, GLUT3 is also upregulated in luminal prostate epithelial PCT2 cells [70], but its expression in prostate cancer cells and its distribution in prostate tumors have not been described.

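SLC2A14 (ENSG00000173262) had 0.423 ± 0.0453 CPM (mean ± SD, n = 3) in normoxia, 7.42 ± 1.13 at 6 h (n = 3), 9.40 ± 0.185 at 12 h (n = 3) and 9.02 ± 3.28 at 24 h (n = 2). Its log2 fold changes were 4.12, 4.46 and 4.405 (standard errors 0.25, 0.25 and 0.27; adjusted p = 4.1e-07, 5.1e-07 and 4.3e-07 by edgeR's quasi-likelihood test; exact permutation p = 0.1 at 6 and 12 h), higher in all 8 hypoxic libraries. By p it ranked 33, 9 and 27 of the tested genes, and 16 by the average of -log10 adjusted p, which was 6.35.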

Lastly, we noticed that the SLC2A14 gene (encoding GLUT14) was upregulated in hypoxia at all time points and was nearly identical in significance to GLUT3 expression (Figure 1c; Supplementary Figures S1–S3). GLUT14 is a gene duplication of GLUT3, located 10 Mb upstream of GLUT3, and specifically expressed in the testis [71]. 

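On GRCh38 both genes lie on the minus strand of chromosome 12, SLC2A14 from 7812512 to 7891148 and SLC2A3 from 7919230 to 8019007. The gap between them is 28081 bases, or 46314 bases between the canonical transcripts. Both are transcribed towards lower coordinates, so SLC2A14 begins after the end of SLC2A3 in the direction of transcription. Expression in testis was not analysed here.

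**Figure D2:**
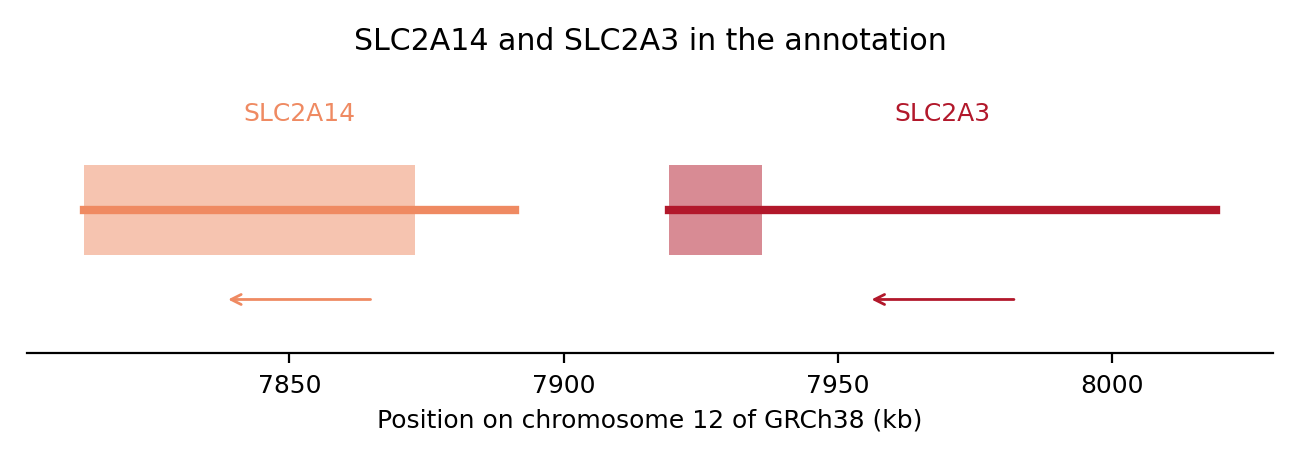
Extent of the SLC2A14 and SLC2A3 genes (lines) and of their canonical transcripts (boxes) on chromosome 12, with arrows in the direction of transcription.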

Since the GLUT14 cDNA shares ~95% identity with GLUT3 [71], we reasoned that RNA sequencing may have misidentified some GLUT3 messages as GLUT14. To test this, we performed RT-PCR on normoxic and hypoxic RWPE1 cells using validated primers sets that specifically distinguish between GLUT3 and GLUT14 cDNAs [71]. 

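Aligned to each other, the coding sequences of SLC2A3 and SLC2A14 are identical at 1440 of 1488 bases (96.8%). The sequencing reads were at most 75 bases long. Of the 3753 windows of this length in the canonical SLC2A3 transcript, 500 (13.3%) occur unchanged in SLC2A14, and of the 3792 windows of 36 bases, the shortest read kept by the authors, 1266 do (33.4%).

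Counts on SLC2A14 were 16.4% ± 1.11 (mean ± SD, n = 11) of those on SLC2A3, with 17.1% ± 1.74 at 0 h, 16.8% ± 0.708 at 6 h, 16.1% ± 0.352 at 12 h and 15.3% ± 0.146 at 24 h. Over single libraries the ratio ran from 15.2% to 19.0%, and a chi-square test of 1 ratio in all 11 libraries gave 3.63 with 10 degrees of freedom (p = 0.963 against counting error alone). The test treats the 2 counts as independent, so reads counted on both genes would make its p too high. The ratio changed little while both genes rose, though its mean fell from 17.1% at 0 h to 15.3% at 24 h. It lies between the shares of windows of 75 and of 36 bases that cannot be told apart. It is within 1.5 times of the former and not of the latter. From counts alone, SLC2A14 transcripts that rise in step with SLC2A3 cannot be ruled out, and no single reads were analysed here.

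**Figure D3:**
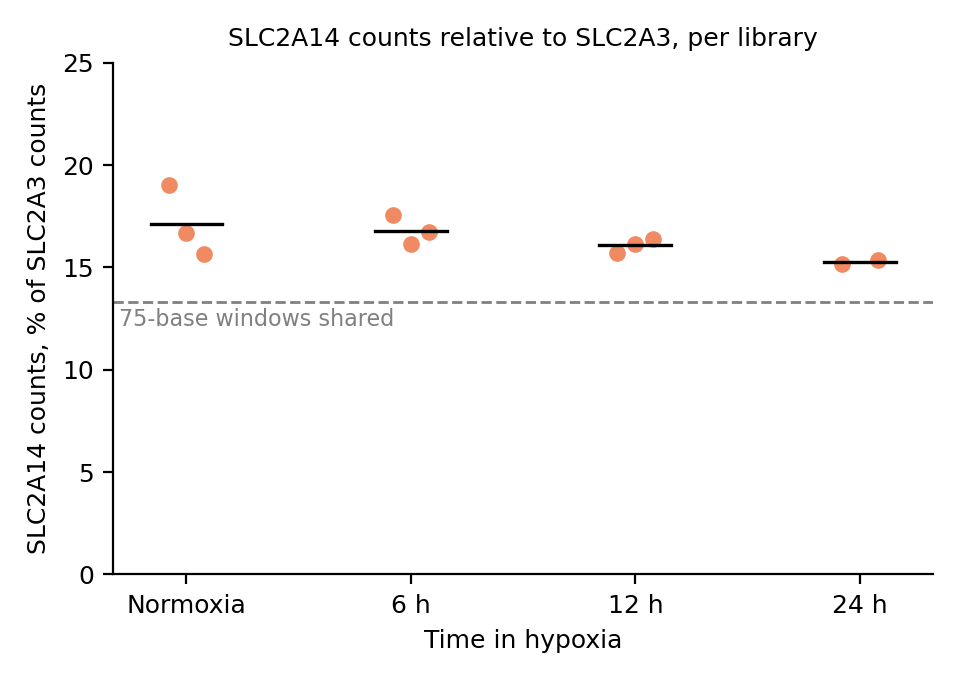
SLC2A14 counts as a percentage of SLC2A3 counts in each library, with the share of 75-base windows of SLC2A3 found in SLC2A14 as a dashed line.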

Whereas GLUT3 was expressed in cells cultured in either condition, we failed to detect any GLUT14 message in normoxic or hypoxic cells. Thus, our findings suggest that GLUT3 is specifically and significantly upregulated in response to hypoxia in cultured prostate epithelial cells.

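The RT-PCR that this step rests on was not analysed here. Of the other genes of the SLC2A family, SLC2A7 (0 counts over the 11 libraries), SLC2A2 (1 count) and SLC2A4 (68 counts) did not pass the filter. SLC2A5 had log2 fold changes of 0.68, 1.83 and 2.25 at 6, 12 and 24 h (adjusted p = 0.278, 0.00595 and 0.00236 by edgeR's quasi-likelihood test). At 24 h SLC2A5 stood at 0.68 without replicate 1, and over the alternatives its adjusted p ran from 4.5e-06 to 0.0560 at 12 h and 4.8e-05 to 0.0698 at 24 h.

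SLC2A10 had -1.07, -1.79 and -1.55 (adjusted p = 0.0129, 0.000874 and 0.00526 by edgeR's quasi-likelihood test). Its 6 h call was lost without 0 h replicate 2 (0.0627), 6 h replicate 1 (0.0502) or 6 h replicate 2 (0.0568), the range over the alternatives being 0.00116 to 0.0627. SLC2A12, with 51.2% of its exonic bases under a gene on the other strand, had -1.85, -1.12 and -1.74 (adjusted p = 0.000697, 0.0132 and 0.00302 by edgeR's quasi-likelihood test). Its 12 h call was lost without 12 h replicate 1 (0.0537; range over the alternatives 6.6e-06 to 0.0537), and at 24 h it stood at -2.98 without replicate 1. SLC2A11, with 20.9% of its exonic bases under a gene on the other strand, had -1.40, -1.001 and -0.37 (adjusted p = 0.00312, 0.0198 and 0.393 by edgeR's quasi-likelihood test). At 12 h its call was lost without 0 h replicate 2 (0.0612), 0 h replicate 3 (0.0587) or 12 h replicate 1 (0.0619), in a range of 1.4e-05 to 0.0619. At 24 h SLC2A11 stood at 0.19 without replicate 1 and -1.40 without replicate 2.

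SLC2A8 had -0.62, -0.65 and 0.32 (adjusted p = 0.0577, 0.0490 and 0.340 by edgeR's quasi-likelihood test), and its 12 h call was lost in 9 of the 11 fits with 1 library left out, in a range over the alternatives of 1.1e-05 to 0.127. At 24 h SLC2A8 stood at 0.81 without replicate 1 and -0.53 without replicate 2. SLC2A6, SLC2A9 and SLC2A13 were not called at any time, with log2 fold changes of 0.34, 0.55 and 0.80, of -0.048, -0.15 and -0.17, and of -0.076, -0.0068 and 0.17. SLC2A6 had 0.35 at 12 h without 12 h replicate 2, and at 24 h 1.46 without replicate 1 and -0.61 without replicate 2, so its direction at 24 h rests on 1 library. SLC2A9 at 24 h had -0.32 without replicate 1 and -0.11 without replicate 2, and SLC2A13 had -0.088 and 0.32.

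The paper reasons from the rise of SLC2A3 at all 3 times, and from an RT-PCR without a GLUT14 product, to a specific upregulation of GLUT3 in these cells, which it proposes and does not state as proven. The libraries used here bear on the first step. They also hold SLC2A1 and CA9 among the genes that rise at each time.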

### 3.2. GLUT3 Protein Levels Are Elevated in Hypoxic Prostate Epithelial Cells and Prostate Cancer Cells

We next determined how a hypoxia-mediated increase in GLUT3 expression compared to the established hypoxia biomarkers, CA9 and GLUT1, using flow cytometry. In this assay, we immunostained CA9, GLUT1, or GLUT3 in three different prostate/prostate cancer lines: immortalized RWPE1 cells, CTN-9 cells (a chemically transformed line derived from non-tumorigenic prostate epithelial PrEC-Hahn cells [52]), and DU145 (castrate-resistant brain metastatic tumor-derived prostate cancer line). Regardless of the cell type, immunofluorescence microscopy (IF) revealed an increase in expression of all three proteins in hypoxia, and that was enriched at the plasma membrane (Figure 2; Supplementary Figure S2a,b). Interestingly however, flow cytometry measurements of protein levels showed that the extent of upregulation varied depending on the cell type. For example, although GLUT1 and GLUT3 levels were nearly equivalent in hypoxic RWPE1 and CTN-9 cells, we observed a dramatic ~6–8 fold-increase in CA9 levels compared to cells grown in normoxic conditions (Figure 2; Supplementary Figure S2a). In hypoxic DU145 prostate cancer cell lines, GLUT3 showed the highest (albeit modest) increase in levels (2.6-fold) (Supplementary Figure S2b). Our results suggest that, similar to CA9 and GLUT1, GLUT3 protein levels are elevated in hypoxic prostate epithelial cells and cancer lines and may serve as a reliable biomarker of hypoxia in tissue.

### 3.3. GLUT3 Colocalizes with Pimonidazole-Labeled Regions of Hypoxia in Mouse Xenograft Tumors

To explore GLUT3′s potential as a biomarker of hypoxia in tumors, we next compared its distribution to CA9 and GLUT1 in mouse xenograft tumors labeled with pimonidazole. The extrinsic hypoxia marker pimonidazole is a 2-nitroimidazole-based molecule that is reduced in cells at low oxygen levels (<1.3%), forming stable adducts that can be detected immunohistochemically (e.g., Hypoyprobe) [72]. Indeed, pimonidazole-labeling is thought to specifically reveal acute hypoxia in vivo [73] and, in prostate cancer, associates with an upregulation of DNA repair, proliferation, and hypoxia-response genes [74]. In brief, male NSG mice were injected subcutaneously into the flank with either DU145 cells, or tumorigenic CTN1-2 or CTN2-2 cells (isolated from mouse xenograft PrEC-CTN9 tumors [72]). One hour prior to harvesting the tumors, mice were intravenously injected with pimonidazole to label pockets of hypoxia which, in our experience, are always present in large, solid xenograft tumors. Formalin-fixed paraffin-embedded (FFPE) tumors were then serially sectioned to 5 µm thickness and stained with hematoxylin and eosin (H&E) or immunostained for pimonidazole (PIMO) and either CA9, GLUT1, or GLUT3. Expectedly, numerous pockets of PIMO staining were present in all tumors, consisting of discrete gradients of irregular shapes and sizes (Figure 3 and Figure 4). PIMO labeling was commonly located near or surrounding necrotic patches but not necessarily defined by their distance from blood vessels identified in the H&E, likely explained by the faulty tumor vasculature. GLUT3 staining was not uniform throughout the tumor but, instead, formed discrete patches that were strikingly similar to PIMO at low magnification, and that frequently overlapped or juxtaposed the PIMO signal (Figure 3 and Figure 4, yellow arrows). Possibly, these neighboring patches of GLUT3 signal reveal regions of hypoxia that were currently above the oxygen threshold for PIMO detection. However, since PIMO only captures a snapshot of currently hypoxic tissue, the adjacent GLUT3 staining may highlight regions of chronic hypoxia within the tumor. At higher magnification, GLUT3 staining was clearly concentrated at the plasma membrane in positive cells, as expected for a glucose transporter (Figure 3 and Figure 4, boxed regions). CA9 staining appeared similar to GLUT3, whereas GLUT1 staining was modest in most tumors that we examined.

To quantify the degree of co-localization between PIMO and the three hypoxia markers, we acquired multiple images from two tumors generated from each cell line (a total of 6 tumors) and used automated image masking to define PIMO-positive regions (Figure 5a,b). Masks were then dilated to >0–15 µm and >15–30 µm to capture any non-overlapping, peripheral signals of the hypoxia markers (Figure 5a,b). Mean fluorescent intensities of CA9, GLUT1, or GLUT3 were then measured within these three zones and displayed as measurements of fold change (after dividing by the mean surrounding background signal delineated as >30 µm distal to the PIMO signal) (Figure 5c). Remarkably, GLUT3 appeared to outperform the other hypoxia markers in half of the tumors we examined (including both DU145 tumors), displaying the highest signal enrichment within the PIMO-positive zone (0 µm). In the other tumors (CTN1-2 #1, CTN2-2 #1 and #2), we found that CA9 signal was highest, primarily in the PIMO-positive zone. Thus, our findings suggest that GLUT3 is a biomarker of hypoxia in xenograft prostate tumors. These measurements also show that hypoxia markers frequently display a radial gradient in their spatial patterns, likely reflecting the oxygen gradients present in tumor tissue.

### 3.4. A Combination of Biomarker Stains Provides the Best Coverage of Hypoxic Regions in Patient-Derived Xenograft (PDX) Models of Prostate Cancer

Our findings indicate that GLUT3 can be a reliable biomarker of hypoxia in tumors but, by itself, does not identify all hypoxic/PIMO-positive regions, likely due to tumor heterogeneity. Therefore, we next examined the spatial distribution of GLUT3 in tumors compared to a combination of the classical biomarkers CA9/GLUT1 or a CA9/GLUT1/GLUT3 triple stain. (Our antibodies against CA9, GLUT1, and GLUT3 are all rabbit polyclonals and can easily be used in mixtures to reveal a cumulative pattern). For these experiments, we performed immunofluorescence using two patient-derived xenograft (PDX) models of prostate cancer (PCa) obtained from the Movember Global Action Plan 1: a primary prostate adenocarcinoma (MDA PCa 173-2, androgen naïve, Gleason score 3 + 4) and a bone metastatic (met) tumor (MDA PCa 183-A, Androgen Receptor positive) [53]. FFPE-tumors were serially sectioned to 5 µm thickness and stained with hematoxylin and eosin (H&E) or immunostained for E-Cadherin (to mark cell borders) and either GLUT3, GLUT1/CA9, or GLUT1/GLUT3/CA9. As we observed in the previous mouse xenograft tumors, GLUT3 staining alone in both the primary and bone metastatic PDX tumors was remarkable, appearing as distinct patches and stripes with a graded distribution and enriched at the plasma membrane in individual cells (Figure 6 and Figure 7). A qualitative examination of the various stains showed that the triple stain (GLUT1/GLUT3/CA9) was very similar to GLUT3 alone (Supplementary Figure S3). However, the signal in some triple-stained regions appeared more intense than in the GLUT3 stain alone. Moreover, new regions of signal were identified in the serial sections with the triple stain that were not seen in the GLUT3 stained sections.

To quantify the efficacy of the hypoxia stains in the PDX tumor sections, we again used automated image masking to identify their patterns within multiple stitched tumor images, and then measured the percent area they covered within the total image. An example of our image masking is shown in Figure 8a,b. In this analysis, we measured staining within serial sections of two different bone-derived PDX tumors and one primary PDX tumors. We found that within one of the bone-derived tumors (Tumor #2), the area covered by the triple stain was comparable to that measured for GLUT3 alone (Figure 8c), suggesting that most (if not all) signal emanating from the triple staining was due to GLUT3. However, in the other met and primary PDX sections, signal from the triple stain clearly encompassed a greater overall tumor area than could be explained by only GLUT3 (Figure 8c). For example, in the primary PDX sample, the area of tumor that the GLUT3 staining occupied was less than half that of the triple stain (Figure 8c). In any case, our measurements indicate that the addition of anti-GLUT3 antibody increased the area of hypoxia detection by 2.6–22.2 fold. Thus, our findings suggest that GLUT3 labels hypoxic regions in prostate cancer PDX models and should be represented within a panel of other hypoxia biomarkers.

## 4. Discussion

Hypoxia is a common feature of the tumor microenvironment and is particularly problematic in prostate cancer because it causes resistance to radiotherapy, promotes metastasis, and predicts a poor prognosis in patients [44,75,76]. In our study, we used RNA-seq to screen for genes that were upregulated in hypoxic prostate epithelial cells with the ultimate goal of identifying new endogenous biomarkers of hypoxia for diagnostic use in prostate cancer. This bioinformatic approach identified the glucose transporter, GLUT3, as a significantly upregulated gene in immortalized RWPE1 cells. The discovery of hypoxia-mediated upregulation of GLUT3 is not new though; GLUT3 is upregulated in a variety of hypoxic cells including osteosarcoma, invasive ductal breast carcinoma, and choriocarcinoma cells [63,64,65,66,67,68,69,70]. Furthermore, the Human Protein Atlas lists high levels of GLUT3 expression as prognostically unfavorable in renal, stomach, and colorectal cancers [77,78]. GLUT3 was also identified as part of a 28 gene hypoxia-related prognostic signature for localized prostate cancer [70]. High signature scores associated with poor recurrence free survival for prostatectomy-treated patients and predicted both recurrence in patients receiving radiotherapy as well as metastasis. Notably, CA9 and GLUT1 were not among the genes in this signature, but GLUT14 was [70]. Considering the high degree of identity between the GLUT3 and GLUT14 genes, it is likely that GLUT3 transcripts were mistaken as GLUT14, as in our current study. In any case, a hypoxia-induced switch to GLUT3 as the preferred glucose transporter is consistent with the observations that GLUT3 is found in neurons and other cell types with high energy demands and has greater affinity for glucose compared to GLUT1 [79,80].

Although we first identified GLUT3 as a significantly upregulated DEG in hypoxic immortalized prostate epithelial cells, we showed that GLUT3 was also upregulated in response to hypoxia in other cell lines and models including transformed PrEC-Hahn cells, brain metastatic tumor-derived DU145 cells, xenograft tumors formed from these cell lines, and two different prostate cancer PDX specimens (isolated from a primary tumor and a bone metastatic tumor). This suggests that GLUT3 may serve as a full spectrum biomarker of hypoxia in prostate cancer from precancerous cells through progression to malignancy. The GLUT3 staining we observed in tumor tissue showed discrete patterns and gradients, concentrated with pimonidazole, and covered the greatest area within tumors as compared to the hypoxia markers CA9 and GLUT1. Although GLUT3 seems a preferred biomarker to identify hypoxia in vivo, this was not always the case given the genomic and microenvironmental heterogeneity in tumors. We agree with the recommendation that, instead of focusing on individual genes, we should employ tools that recognize a panel of hypoxia genes and markers to accurately reveal all tumoral hypoxia [51]. To that end, we used a cocktail of antibodies against GLUT1, GLUT3, and CA9 (the triple stain) which, by our measurements, was the most informative approach. Future studies should focus on how the triple hypoxia stain performs on biopsy specimens from prostate cancer patients as well as its utility in other hormone-related cancers such as breast, ovary, and testis.

## Figures and Tables

**Figure 1:**
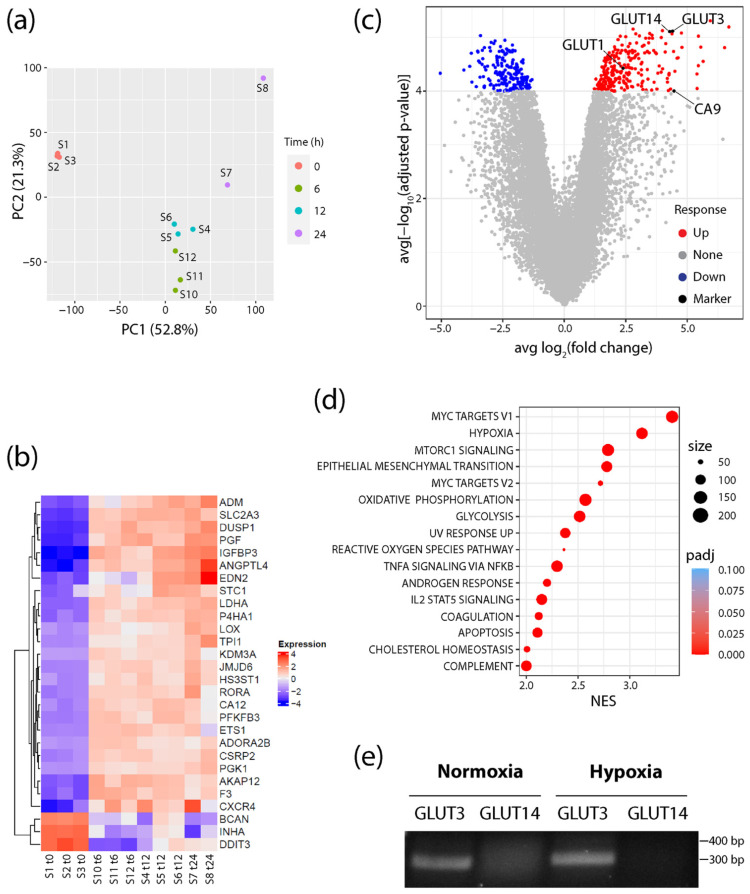
GLUT3/SLC2A3 is highly upregulated in hypoxic conditions. (**a**) Principal component analysis plot showing RNA-seq profiles of prostate cells samples (S) at 0, 6, 12, and 24 h after exposure to hypoxic conditions (1% O_2_). (**b**) Heatmap represents the log2 (expression) values of all genes that are differentially expressed (Padj < 0.05 and abs [log2FC] > 2) in all three time points relative to the 0 h normoxia samples (S1–3), and that are also members of the MSigDB Hallmark hypoxia gene set. Each row has been mean-centered to better show changes in expression over time. (**c**) Volcano plot showing the average log2FC over each time point (6, 12, and 24 h) relative to 0 h normoxia samples (*x*-axis), and average significance (computed as −log10Padj) over each time point relative to 0 h normoxia samples (*y*-axis). (**d**) Dot plot shows all upregulated MSigDB Hallmark gene sets with Padj < 0.05 and normalized enrichment score (NES) > 2 when performing gene set enrichment analysis on the average rank times the sign of the fold change across each of the three time points (6, 12, and 24 h) relative to 0 h normoxia samples. The size of the dot indicates the total number of genes annotated to the Hallmark gene set. Color of the dot indicates the Padj value. (**e**) Primers specific for GLUT3 or GLUT14 were used for RT-PCR to assess expression in total RNAs isolated from normoxic and 24 h hypoxic RWPE1 cells. Predicted sizes of the PCR products: GLUT3, 299 bp; GLUT14, 370 bp. Note, this assay was used to simply detect the transcript and was not a quantitative assay of transcript levels.

**Figure 2:**
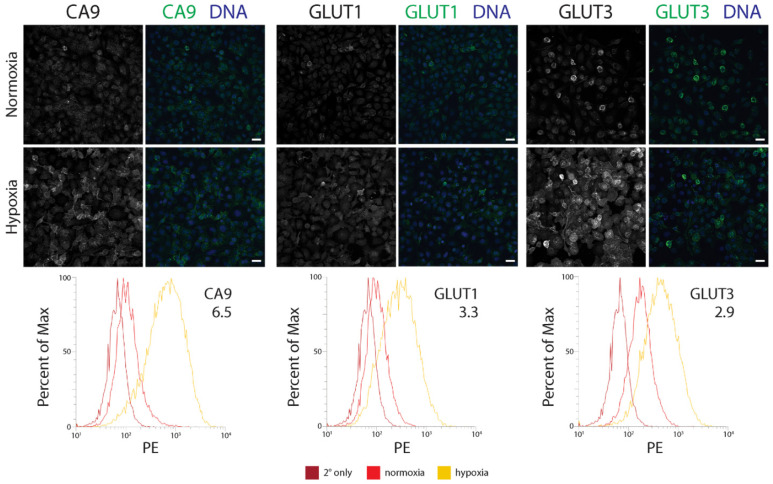
The GLUT3 protein is upregulated in hypoxic immortalized prostate epithelial cells. (**Upper** and **Middle** panels) RWPE1 cells were cultured in either normoxic or under chronic hypoxic (1% O_2_) conditions for 48 h and then processed for immunofluorescence microscopy. Cells were stained for either CA9, GLUT1, or GLUT3 (green, **Upper** and **Middle** panels). DNA, blue. Scale, 25 µm. (**Lower** panels) Comparison of flow cytometry profiles of CA9, GLUT1, or GLUT3 in cells cultured in normoxia (red) versus hypoxia (yellow). Cells stained with only secondary antibody is shown (dark red). The fold increase in level of the indicated proteins is denoted. PE, phycoerythrin.

**Figure 3:**
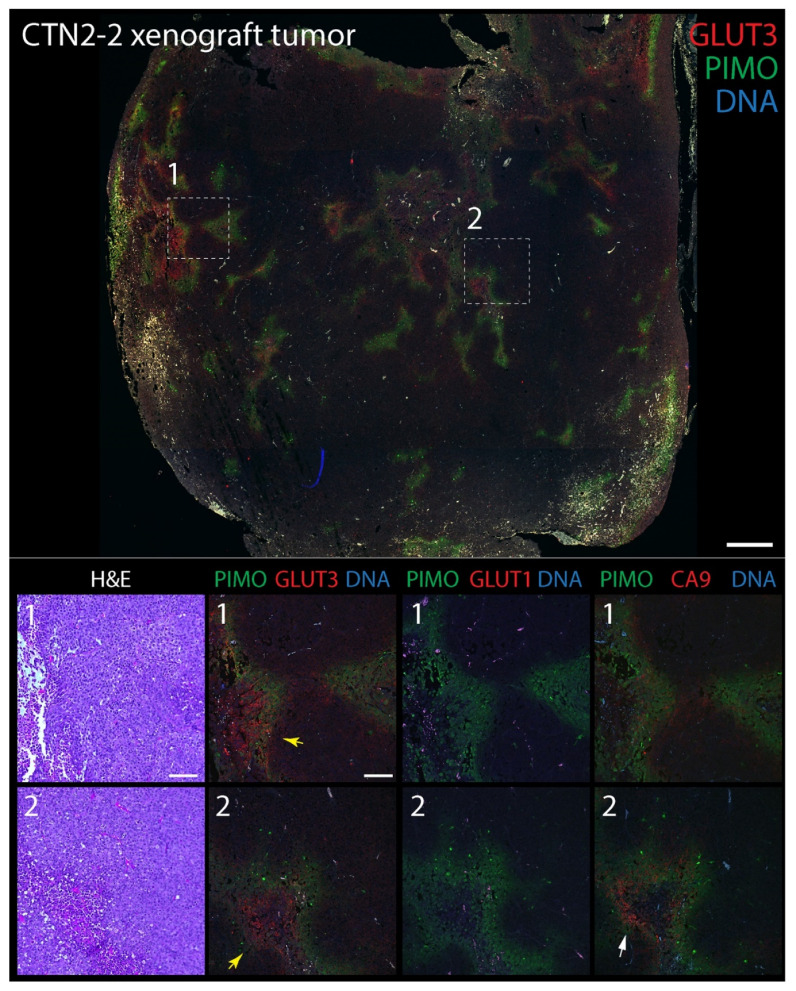
GLUT3 co-localizes with pimonidazole (Hypoxyprobe) in mouse xenograft tumors formed from prostate epithelial CTN-2-2 cells. Non-tumorigenic immortalized prostate epithelial PrEC-Hahn cells were transformed by transiently inducing chromosomal instability. The resulting tumorigenic line was named CTN-9, which produced malignant solid xenograft tumors in subcutaneously injected NSG mice [52]. Cell lines isolated from these tumors were named CTN1-2 and 2-2 lines [52]. (**Upper** panel) Single tumor section stained for pimonidazole (PIMO) (green) and GLUT3 (red). DNA, blue. Boxed regions are shown at higher magnification in the lower panels. (**Lower** panels) Higher magnification images from boxed regions 1 or 2 in upper panel. Serial tissue sections were stained for hematoxylin and eosin (H&E), PIMO (green), and GLUT3, GLUT1 or CA9 (red) as indicated. Concentrations of GLUT3 (yellow arrows) and CA9 (white arrows) that juxtapose with PIMO are marked. Dashed white boxes show GLUT3 concentrated at the plasma membrane in tumor cells (insets). Scale, 100 µm.

**Figure 4:**
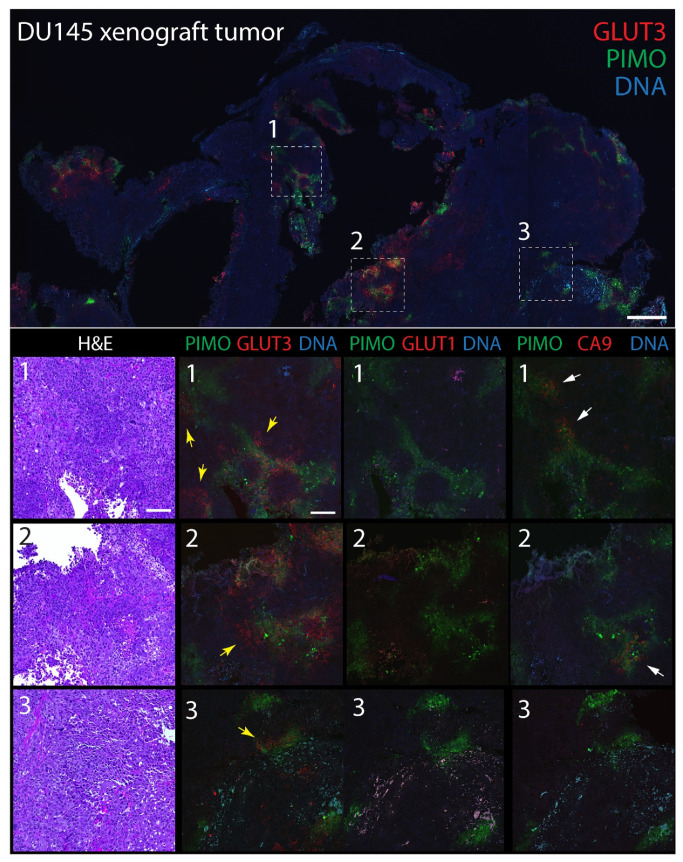
GLUT3 co-localizes with pimonidazole (Hypoxyprobe) in mouse xenograft tumors formed from prostate cancer DU145 cells. (**Upper** panel) Single tumor section stained for pimonidazole (PIMO) (green) and GLUT3 (red). DNA, blue. Boxed regions are shown at higher magnification in the lower panels. (**Lower** panels) Higher magnification images from boxed regions 1, 2, or 3 in upper panel. Serial tissue sections were stained for hematoxylin and eosin (H&E), PIMO (green), and GLUT3, GLUT1 or CA9 (red) as indicated. Concentrations of GLUT3 (yellow arrows) and CA9 (white arrows) that juxtapose with PIMO are marked. Dashed white boxes show GLUT3 concentrated at the plasma membrane in tumor cells (insets). Scale, 100 µm.

**Figure 5:**
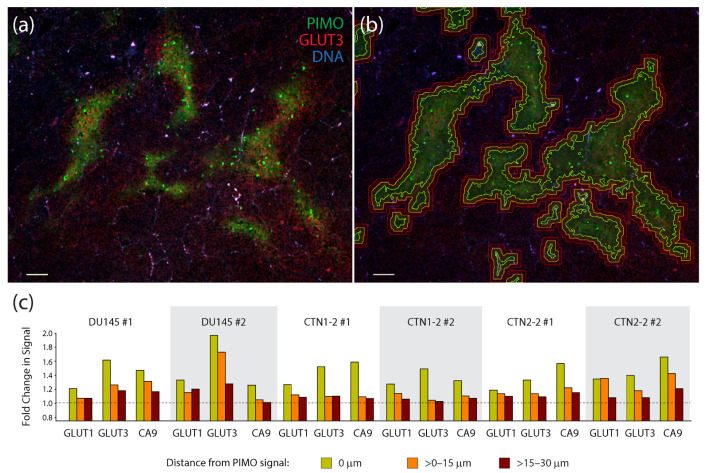
Measurements of the co-localization of hypoxia markers in xenograft tumors show a high degree of association between pimonidazole and GLUT3. (**a**) Single section from a CTN2-2 tumor immunostained for pimonidazole (PIMO) (green) and GLUT3 (red). DNA, blue. Scale, 100 µm. (**b**) To quantify co-localization of hypoxia markers GLUT1, GLUT3, and CA9 with PIMO, binary tracings were placed around the PIMO signal (green lines) defined a threshold of intensity specific to each tumor. Binaries were then dilated >0–15 µm (orange lines) and >15–30 µm (red lines) to capture the adjacent signal of each hypoxia marker. Same image as in (**a**). (**c**) Graphs show fold change in mean fluorescence intensities of hypoxia markers GLUT1, GLUT3 and CA9 within three PIMO-positive or adjacent regions captured within the expanded binary masks: 0 µm where the PIMO signal resides, >0–15 µm (orange bars) and >15–30 µm (red bars). Mean fluorescence intensities within these three regions was divided by ‘background’ signal from regions >30 µm from the PIMO signal. A dashed line indicates no change in signal relative to the background. Four optical fields in tissue sections from two different DU145, CTN1-2 and CTN2-2 tumors were analyzed (six different tumors examined in total).

**Figure 6:**
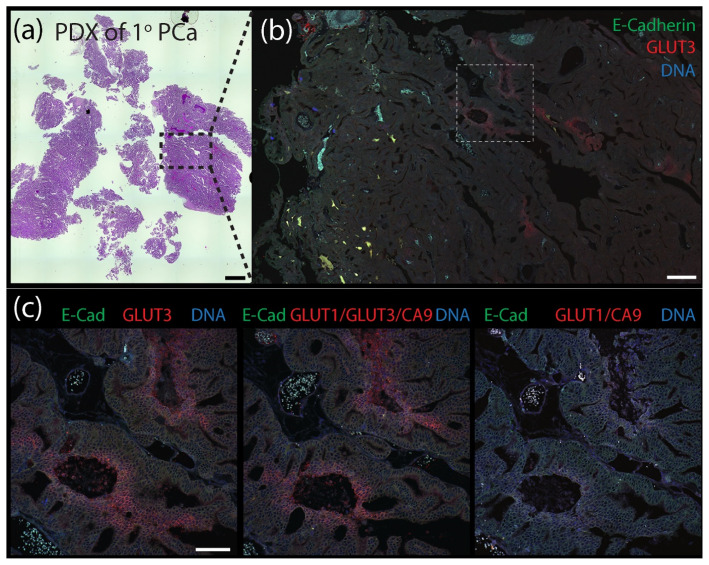
Patient-derived xenograph (PDX) model of primary prostate cancer contains distinct pockets of GLUT3 staining. (**a**) Patient-derived xenograft (PDX) from a primary prostate tumor stained with H&E. Scale, 1.5 mm. (**b**) Section of PDX tumor immunostained for E-Cadherin (green) to mark cell borders and GLUT3 (red). DNA, blue. Boxed region is shown at higher magnification in (**c**). Scale, 250 µm. (**c**) Serial tissue sections were immunostained for either GLUT3 (red, left panel), a cocktail containing anti-GLUT1 and anti-CA9 antibodes (red, right panel), or antibodies against all three proteins GLUT1, GLUT3, and CA9 (red, middle panel) as indicated. Dashed white boxes show GLUT3 concentrated at the plasma membrane in tumor cells (insets). Scale, 100 µm.

**Figure 7:**
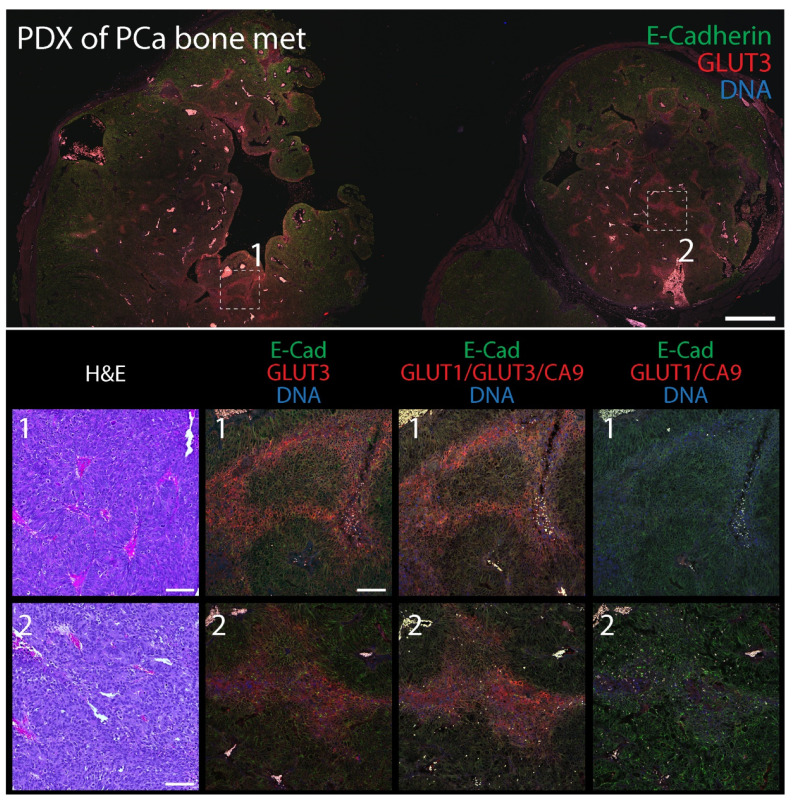
Patient-derived xenograph (PDX) model of bone metastatic prostate cancer contains distinct pockets of GLUT3 staining. (**Upper** panel) Section of PDX tumor immunostained for E-Cadherin (green) to mark cell borders and GLUT3 (red). DNA, blue. Boxed regions are shown at higher magnification (**Lower** panels). Scale, 500 µm. (**Lower** panels) Higher magnification images from boxed regions 1 or 2 in upper panel. Serial tissue sections were stained with H&E (column 1) or immunostained for either GLUT3 (red, column 2), a cocktail containing anti-GLUT1, GLUT3, and CA9, antibodies (red, column 3), or antibodies against GLUT1 and CA9 (red, column 4) as indicated. Dashed white boxes show GLUT3 concentrated at the plasma membrane in tumor cells (insets). Scale, 100 µm.

**Figure 8:**
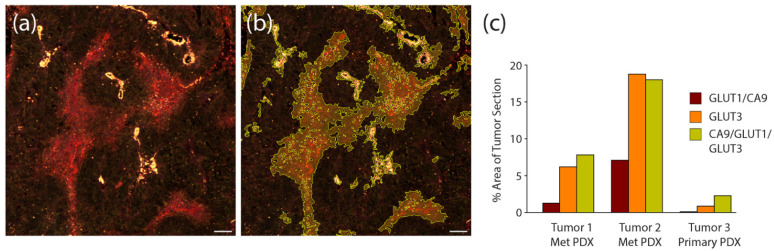
Compared to hypoxia biomarkers GLUT1 and CA9, GLUT3 labels larger areas within PDX tumor sections. (**a**) Patient-derived xenograft (PDX) from a primary prostate tumor immunostained with the triple anti-CA9, GLUT1, and GLUT3 antibody cocktail. Scale, 100 µm. (**b**) Same image as in (**a**) with binary mask to outline regions of the triple stain. (**c**) Graph shows measurements of total area of each stain within 3 different PDX prostate tumors. Three sequential sections were obtained from each tumor, stained for either CA9/GLUT1, GLUT3, or the triple stain CA9/GLUT1/GLUT3, and imaged. Total area of staining was quantified by masking regions of high intensity staining using Nikon Elements image analysis software. Note, in the metastatic prostate PDX tumor samples, the vast majority of the signal observed in the triple stain is due to the GLUT3 stain. However, in the primary prostate PDX, GLUT3 staining alone is not as effective at revealing putative hypoxic regions compared to the triple stain.

## Data Availability

The data supporting the findings of this study are available from the corresponding authors (Megha Padi, Anne Cress and Gregory Rogers) upon reasonable request. RNAseq data files are available from the Gene Expression Omnibus (GEO) repository (GSE196634).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/diagnostics12030676/s1. Figure S1: Volcano plots of RNA-seq data from hypoxic RWPE1 cells at 6, 12, and 24 h time points. Figure S2: Immunofluorescence micrographs and flow cytometry of CTN-9 and DU145 stained with hypoxia markers. Figure S3: Immunofluorescence micrograph of primary PDX tumor at low magnification stained with a mixture of hypoxia markers. Table S1: List of differentially expressed genes in hypoxic RWPE cells at 6 h time point. Table S2: List of differentially expressed genes in hypoxic RWPE cells at 12 h time point. Table S3: List of differentially expressed genes in hypoxic RWPE cells at 24 h time point.

# Supplementary material for: GLUT3/SLC2A3 Is an Endogenous Marker of Hypoxia in Prostate Cancer Cell Lines and Patient-Derived Xenograft Tumors
**Source:** Diagnostics (Basel). 2022 Mar 10;12(3):676. doi: 10.3390/diagnostics12030676
**Supplement:** Supplementary file 1

## Supplementary Figure S1

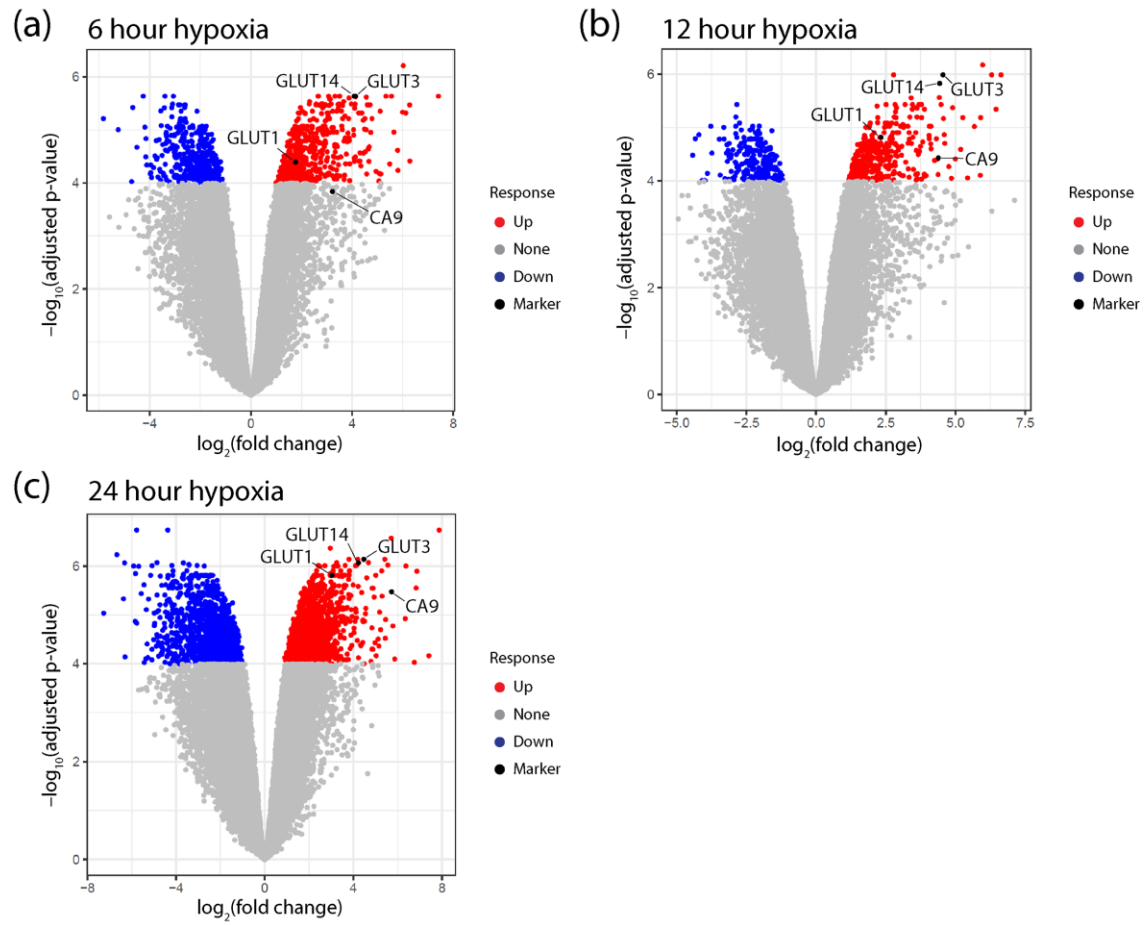

**Figure S1.** Volcano plots of RNA-seq data from hypoxic (1% O<sub>2</sub>) RWPE1 cells at (a) 6, (b) 12, and (c) 24 hour time points. Plots show the log<sub>2</sub>FC over each time point relative to 0 hour normoxia samples (x-axis), and significance (computed as  $-\log_{10}P_{adj}$ ) over each time point relative to 0 hour normoxia samples (y-axis).

## Supplementary Figure S2

### (a) CTN-9

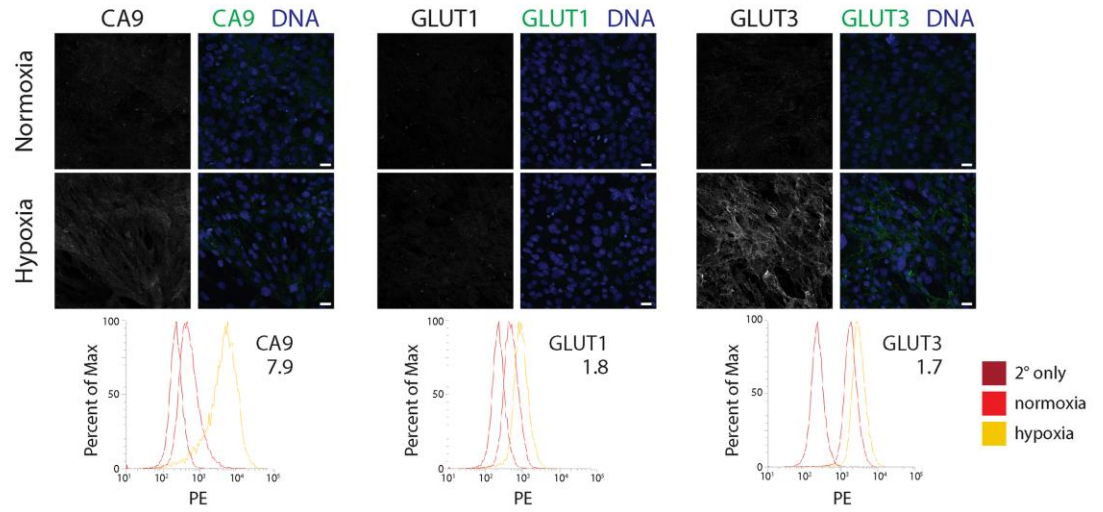

### (b) DU145

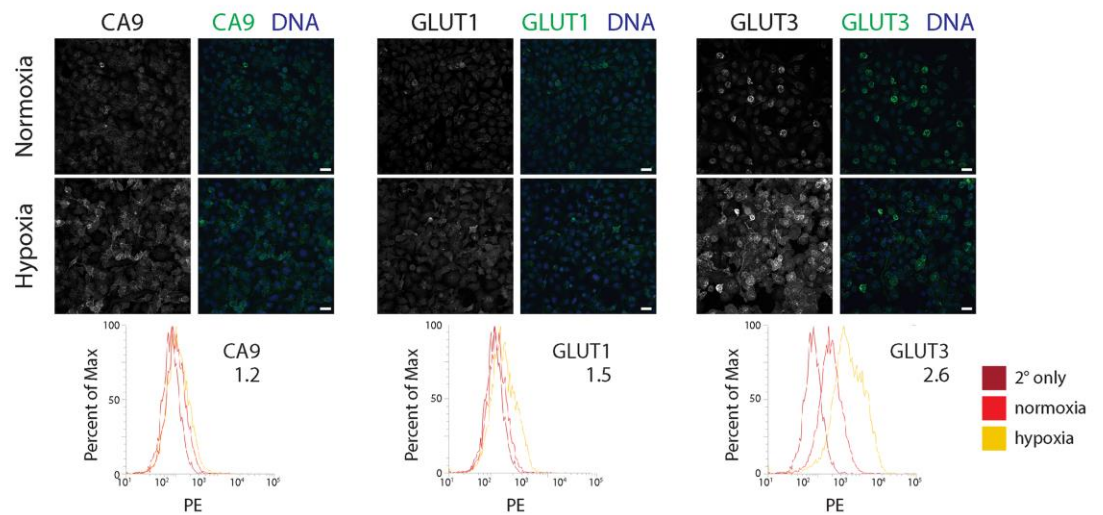

**Figure S2.** Hypoxia-mediated upregulation of GLUT3 is observed in transformed prostate cells and an established prostate cancer cell line. (a) CTN-9 and (b) DU145 cells were cultured in either normoxic or hypoxic (1% O<sub>2</sub>) conditions for 48 hours and then processed for immunofluorescence microscopy (upper and middle panels) or flow cytometry (lower panels). CTN-9 is a transformed line derived from PREC-Hahn cells [52]. Cells were stained for either CA9, GLUT1, or GLUT3 (green, upper and middle panels). DNA, blue. Scale, 25  $\mu$ m. (Lower panels) Comparison of flow cytometry profiles of CA9, GLUT1, or GLUT3 in cells cultured in normoxia (red) versus hypoxia (yellow). Cells stained with only secondary antibody is shown (dark red). The fold increase in level of the indicated proteins is denoted. PE, phycoerythrin.

## Supplementary Figure S3

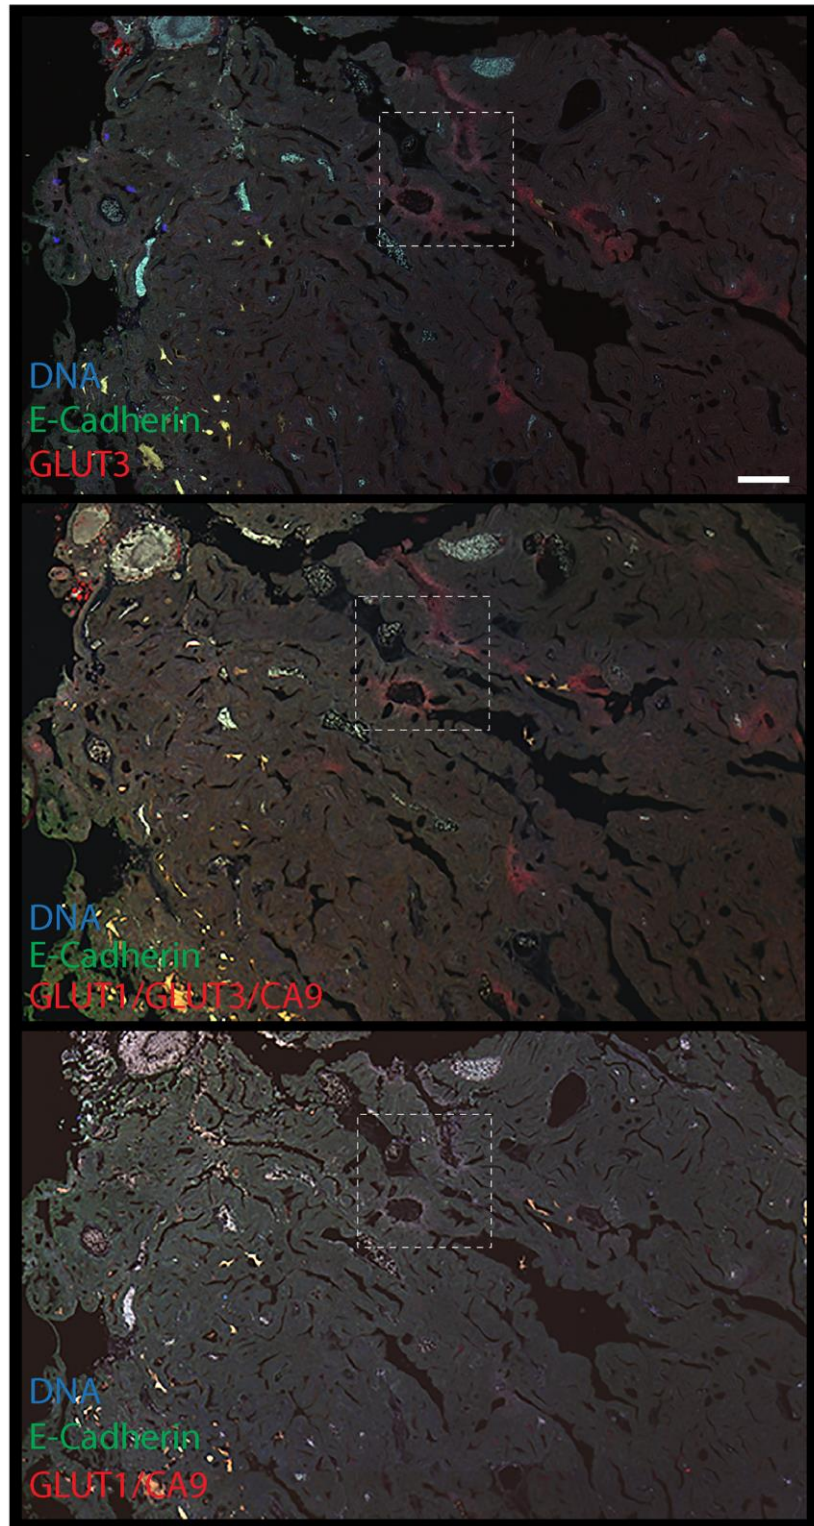

**Figure S3.** Patient-derived xenograph (PDX) model of primary prostate cancer contains distinct pockets of GLUT3 staining that do not overlap with GLUT1 or CA9. Adjacent sections of PDX tumor immunostained for E-Cadherin (green) to mark cell borders and GLUT3 (red, upper panel), a cocktail containing anti-GLUT1 and anti-CA9 antibodies (red, lower panel), or antibodies against all three proteins GLUT1, GLUT3, and CA9 (red, middle panel) as indicated. DNA, blue. Boxed region is shown at higher magnification in Figure 6c. Scale, 250  $\mu$ m. .

How the deposited data were processed for this re-analysis (not part of the article)

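The starting point is the table of raw featureCounts counts that the authors made from the aligned reads, with 60676 Ensembl genes and 11 libraries of RWPE1 cells. Every column was matched to a sample by its time point and replicate, and 0 columns were left over. The paper's methods describe triplicates, and the third 24 h library was not used here. The match with the paper's listed 24 h values, given below, argues against its use in the paper's fit. Alignment, trimming and counting were the authors' and were not repeated.

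Gene symbols, positions, exonic lengths and GC content were taken from GENCODE release 44 on GRCh38, the same genome build as the paper's Ensembl release 99 with a later annotation. Of the gene identifiers 60357 were found in it and 42009 have a symbol. At least 1 count was present for 39835 genes. filterByExpr (minimum count 10, minimum total 15, grouped by time point) kept 19981 genes, and 19884 of these have a length and GC content.

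Library sizes were scaled with TMM. log2 CPM values used a prior count of 2, and voom 0.5. edgeR's quasi-likelihood fit (glmQLFit and glmQLFTest) took all 11 libraries, with a mean per time point and no further covariate. The standard error of a log2 fold change is its absolute value over the square root of the F statistic. p-values were adjusted by Benjamini-Hochberg over the tested genes of a comparison. Permutation tests are exact and two-sided, on log2 CPM.

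The 12 gene lists are the genes drawn in Figure 1b, glycolysis, HIF targets, Myc targets of ribosome biogenesis, nuclear genes of oxidative phosphorylation, mitochondrially encoded genes, ribosomal proteins, cholesterol synthesis, the ATF4 response, proliferation, replication-dependent histones and heat shock. They were tested with limma's camera (preset correlation 0.01) on voom values, with Benjamini-Hochberg adjustment over all lists and the 5 comparisons. The median log2 fold change of a list is from the edgeR fit.

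The genes named are those the paper names from its RNA-seq, the genes of Figure 1b, the SLC2A family, HIF1A, EPAS1, EGLN3, VEGFA and MYC, and the 5 highest and 5 lowest averages over the 3 comparisons with 0 h. Alternatives exchanged the test (limma-voom, limma-voom with sample quality weights, DESeq2), the scaling (median-of-ratios factors, library size alone), the filter (none, at least 10 counts in every library), the libraries in the fit, the replicate block, and each library in turn. An offset for gene length and GC content, limma on voom values without precision weights, and leave-one-out for the gene lists were added after the data were seen.

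The tests were checked on simulated counts with 190 changed genes. edgeR's quasi-likelihood test called 130, 125 and 115 of these at 6, 12 and 24 h, with 5, 8 and 6 calls among 19101 unchanged genes. DESeq2 called 149, 147 and 140, with 39, 32 and 39 among the unchanged genes. These counts had 190 changed genes among 19321 tested and the same spread for a gene in every library. In the data 10552 genes were called at 6 h against 0 h, and the 24 h libraries differed more from each other. Error rates under such conditions were not checked.

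Coding sequences were aligned globally and windows of 75 and 36 bases were compared exactly. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.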

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

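The paper compares each time with normoxia and does not test the hypoxic times against each other, nor these gene lists. The test of the 24 h pair against exonic length and the offset for length and GC content were chosen only after the result was seen. The other tests of causes in this part were set down beforehand.

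Between 6 h and 12 h, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 989 genes, and 4231 had an unadjusted p under 0.05. Of the 10 ways to split these 6 libraries, 1 gave as many genes, the true one, and each of the other 9 gave 0, though splits alone cannot give a share under 0.1 here. The lists with an adjusted p under 0.05 in limma's camera at 12 h against 6 h were glycolysis (median log2 fold change 0.36, adjusted p = 6.0e-05, 3 of 3 libraries), HIF targets (0.20, 0.0249, 2 of 3), oxidative phosphorylation (0.18, 0.00107, 3 of 3), ribosomal proteins (0.57, 8.0e-15, 3 of 3), cholesterol synthesis (-0.13, 0.0483, 3 of 3) and histones (0.91, 1.7e-07, 3 of 3). No single ribosomal protein gene was called between 6 h and 12 h.

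Several of these calls rest on 1 library. HIF targets were not called without 6 h replicate 3 (0.065, adjusted p = 0.202 by camera), 12 h replicate 2 (0.12, 0.130) or 12 h replicate 3 (0.14, 0.101), in a range of 0.000172 to 0.536 over the alternatives. Oxidative phosphorylation was not called without 12 h replicate 1 (0.093, adjusted p = 0.0603 by camera; range 2.2e-06 to 0.697). Cholesterol synthesis was not called without 0 h replicate 1 (0.0508), 0 h replicate 3 (0.0520), 6 h replicate 2 (-0.10, 0.114) or 12 h replicate 1 (-0.064, 0.158), and stood at -0.22 without 12 h replicate 2 (range of the adjusted p by camera 0.0256 to 0.274). The call of cholesterol synthesis was also lost with the offset for length and GC content (-0.055, adjusted p = 0.0748 by camera). In limma's fry the adjusted p was 0.207 for HIF targets, 0.443 for oxidative phosphorylation, 0.139 for ribosomal proteins and 0.138 for histones. Camera under a correlation estimated from the data called none of the lists at 12 h against 6 h (adjusted p = 0.391 for ribosomal proteins).

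Between 12 h and 24 h, edgeR's quasi-likelihood test called 5668 genes. SLC2A1 was higher by 0.70 (standard error 0.22, adjusted p = 0.0300 by edgeR, range over the alternatives 0.00213 to 0.465, higher in 2 of 2 libraries), and CA9 by 1.28 (0.36, adjusted p = 0.0189 by edgeR, range 4.0e-06 to 0.287, 2 of 2). The call of SLC2A1 was lost without 0 h replicate 1 (0.0505), 12 h replicate 1 (0.0825) or 12 h replicate 3 (0.0613). With the trend over length and GC content removed, SLC2A1 stood at 0.96 and CA9 at 1.17, which argues against this trend as the cause.

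The lists with an adjusted p under 0.05 in limma's camera at 24 h against 12 h were glycolysis (0.39, adjusted p = 0.00658), HIF targets (0.34, 0.00717), oxidative phosphorylation (0.97, 2.1e-18), mitochondrially encoded genes (-2.45, 8.9e-14), ribosomal proteins (1.51, 5.6e-27), the ATF4 response (0.40, 0.0281) and histones (0.36, 0.0167), each in 2 of 2 libraries. Leaving out 24 h replicate 2 gave 0.44 for oxidative phosphorylation, 0.69 for ribosomal proteins and -0.13 for histones. Leaving out 24 h replicate 1 gave -0.051 for the ATF4 response and 0.71 for histones. HIF targets were not called without 12 h replicate 1 (0.21, adjusted p = 0.0824 by camera; range 0.000468 to 0.431), nor was the ATF4 response (0.35, 0.0603; range 0.00868 to 0.281). Histones had 0.20 without 12 h replicate 1 (adjusted p = 0.731 by camera) and 0.77 without 12 h replicate 3 (0.000133), which are the ends of their range. Fry lost the calls of HIF targets (adjusted p = 0.0567) and histones (0.401) and kept those of the other lists named here. The preset correlation of 0.01 lies far below the estimates of 0.911 for ribosomal proteins, 0.740 for mitochondrially encoded genes and 0.693 for oxidative phosphorylation. Under estimated correlations camera called none of the lists at 24 h against 12 h (adjusted p = 0.274, 0.127 and 0.281 for these 3).

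With the trend over length and GC content removed, the medians at 24 h against 12 h were -2.84 for mitochondrially encoded genes, 1.50 for ribosomal proteins and 0.86 for oxidative phosphorylation, which argues against this trend as their cause. For histones the offset left 0.025, so that the length and GC content of these genes may account for their value.

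Against 0 h, oxidative phosphorylation had medians of 0.44, 0.57 and 1.59 at 6, 12 and 24 h (adjusted p = 0.00190, 3.6e-06 and 1.7e-14 by limma's camera; 0.230, 0.0762 and 0.00130 in fry). Ribosomal proteins had 0.52, 1.07 and 2.57 (adjusted p = 4.9e-05, 8.2e-14 and 9.0e-24 by limma's camera; 0.177, 0.0151 and 0.000399 in fry). Cholesterol synthesis had 0.82, 0.67 and 1.07 (adjusted p = 1.0e-04, 0.00107 and 0.00658 by limma's camera). Heat shock genes had 2.68, 2.58 and 2.41 (adjusted p = 5.6e-13, 1.2e-13 and 7.0e-10 by limma's camera). Histones had 1.03 at 24 h (adjusted p = 0.0249 by limma's camera; 0.115 in fry). These medians were higher in all 3, 3 and 2 libraries of each time. Under the correlation estimated from the data camera gave none of them an adjusted p under 0.05, with the lowest 0.0780, in ranges over the alternatives that reach 0.697.

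Adjusted over all genes, edgeR's quasi-likelihood test called 27, 43 and 66 of the 74 genes of oxidative phosphorylation higher and 5, 5 and 2 lower, and 10, 70 and 71 of the 73 ribosomal protein genes higher. Adjusted over the list alone, it called 30, 49 and 69 of the former in either direction and 0, 70 and 71 of the latter. Over all genes it called 12, 12 and 12 of the 20 cholesterol genes higher and 1, 3 and 4 lower, and 16, 17 and 15 of the 17 heat shock genes higher. Without 24 h replicate 2 the 24 h medians were 0.99 for oxidative phosphorylation, 0.69 for cholesterol synthesis and 0.51 for histones. With the offset, histones had 0.43 at 24 h (adjusted p = 0.264 by camera; range 0.000345 to 0.697).

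The heat shock median at 6 h was 2.69 with the trend over length and GC content removed. It was 2.68 over the members with less than 5% of their windows in another gene, and both values argue against these causes. HEPES buffer was added together with the change of oxygen and could also bear on these genes, and none of the libraries sets it apart.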

How the results depend on the processing

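Limma on voom values without precision weights, the offset for gene length and GC content and leave-one-out for the gene lists were chosen only after the result was seen. Why a value moved was not tested, except where the construction of the alternative shows it.

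Of 243 alternative values of the comparisons across genes, 218 kept the result, 11 were weaker, 5 stronger and 9 moved, with 0 reversed. With 1 library left out, 220 of 241 values kept it, 10 were weaker, 2 stronger and 9 moved. Of 2017 alternative values of single genes and lists, 1853 kept the call and direction, 91 were weaker, 39 stronger and 34 reversed. With 1 library left out, 2239 of 2365 kept them, 50 were weaker, 30 stronger, 35 moved and 11 reversed. For the share on PC1, a change was set against an SD of 4.31 over the fits with 1 library left out.

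limma-voom with sample quality weights called 6169 genes at 24 h against 0 h, 4489 at 12 h against 6 h and 1093 at 24 h against 12 h. It left 179 genes lower at all 3 times and put SLC2A3 at rank 3. limma-voom put SLC2A3 at rank 8, and gave 0.0033 for SLC2A13 at 12 h and -0.028 for SLC2A3 at 24 h against 12 h. DESeq2 called 1919 genes at 12 h against 6 h and put SLC2A3 at rank 5.

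Scaling by library size alone lowers the log2 fold changes, since the TMM factors of the hypoxic libraries are on the whole below those of normoxia. It left 195 genes higher and 1038 lower at all 3 times, 17 genes of Figure 1b under its rule, SLC2A3 at rank 81 and 61.5% on PC1. It reversed HIF1A (-0.069, -0.028 and -0.41 at 6, 12 and 24 h), EPAS1 (-0.058 at 6 h and -0.086 at 12 h), MYC (-0.19 at 24 h), SLC2A8 (-0.73 at 24 h), SLC2A6 (-0.32 at 24 h) and SLC2A13 (-0.72 at 24 h). At 24 h against 12 h it reversed SLC2A3 (-0.35) and the lists of Figure 1b (-0.011), glycolysis (-0.088), HIF targets (-0.17), Myc targets (-0.28), cholesterol synthesis (-0.30), the ATF4 response (-0.027), proliferation (-0.15), histones (-0.19) and heat shock (-0.38). Histones at 24 h against 0 h stood at -0.076. These signs follow from a shift of all genes, whose median was -0.45 at 24 h against 12 h and -0.97 at 24 h against 0 h, and SLC2A3 and each of the lists still lay above it. Of the genes called at 12 h against 6 h and at 24 h against 12 h, 14.3% and 15.5% were higher, where TMM gave 38.0% and 53.3%.

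Without a filter on low counts 1674 genes were called at 12 h against 6 h, 53.2% of them higher. SLC2A3 was at rank 9 and at -0.072 at 24 h against 12 h. At least 10 counts in every library left 135 genes higher and 105 lower at all 3 times, with fewer genes tested, and gave -0.020 for SLC2A3 at 24 h against 12 h. Fitting only the compared groups called 1820 genes at 12 h against 6 h and 0 at 24 h against 12 h (5928 at an unadjusted p under 0.05), and gave -0.0028 for SLC2A3 at 24 h against 12 h. Scaling each gene in the principal component analysis gave 43.5% on PC1. The correlation estimated from the data left 3 of the 43 list calls.

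The replicate block called 510 genes at 12 h against 6 h, of which 501 were shared, put SLC2A3 at rank 2 and gave 0.025 for proliferation at 12 h against 6 h. The replicate numbers are not known to pair libraries across times. Libraries of the same number had a median correlation of -0.0493 over 15 pairs (-0.156 to 0.207) after removal of the time means, and those of different numbers 0.024 over 30 pairs.

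Limma on voom values without precision weights called 385 genes at 12 h against 6 h, and 42.9% of its genes at 24 h against 12 h were higher. It put SLC2A3 at rank 5, and gave 0.0036 for SLC2A13 at 12 h and -0.036 for SLC2A3 at 24 h against 12 h. With the offset for length and GC content, 48.7% of the genes called at 12 h against 6 h were higher. It gave 0.12 for SLC2A9 at 24 h, 0.13 for SLC2A13 at 12 h, 0.12 for SLC2A11 at 24 h, 0.19 for EPAS1 at 24 h, 0.065 for SLC2A14 at 24 h against 12 h and 0.029 for proliferation at 24 h.

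With 1 library left out, the counts ran from 61 to 3690 at 12 h against 6 h and 3051 to 5764 at 24 h against 12 h. The genes of Figure 1b under its rule ran from 25 to 28, the rank of SLC2A3 from 1 to 6 and the share on PC1 from 48.8% to 62.3%. SLC2A1 at 24 h ran from 3.01 to 3.13 and CA9 from 5.35 to 5.89. SLC2A13 ran from -0.20 to 0.058 at 6 h and -0.13 to 0.13 at 12 h, and SLC2A3 at 24 h against 12 h from -0.44 to 0.35. Proliferation ran from -0.26 to 0.19 at 12 h against 6 h, and heat shock from -0.27 to 0.022 at 12 h against 6 h and -0.14 to 0.15 at 24 h against 12 h. Without a 24 h library, 24 h has 1 library and no call was made for it.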

Differences from the paper's values

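Limma on voom values without precision weights was chosen only after the paper's values were seen.

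The adjusted p-values of the 4 genes marked in Figure 1c are lower here than in the paper's tables, while their log2 fold changes are each within 1 standard error of the paper's. For SLC2A3 the paper's are 8.1e-06, 8.6e-06 and 6.3e-06 at 6, 12 and 24 h, and edgeR's quasi-likelihood test gave 2.8e-07, 3.7e-07 and 1.8e-07. Closing a gap here means a value within 1.5 times of the paper's, and does not make the alternative its cause. The paper's listed log2 fold changes were met within 5.0e-06 by a TMM-scaled fit of all 11 libraries without a block, as given below. Of the alternatives set before the data were examined, library size alone closed this gap at all 3 times. Leaving out any of the normoxic libraries closed it at 6 and 24 h. For SLC2A14 the paper's are 8.1e-06, 8.6e-06 and 6.7e-06, against 4.1e-07, 5.1e-07 and 4.3e-07 by edgeR here. Library size alone closed this gap at 6 and 12 h. Leaving out any normoxic library or 6 h replicate 1 closed it at 6 h, and leaving out 12 h replicate 2 at 12 h. The replicate block and leaving out 0 h replicate 1 or 3 closed it at 24 h.

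For SLC2A1 the paper's are 9.7e-05, 4.4e-05 and 1.2e-05, against 2.0e-05, 5.2e-06 and 1.1e-06 by edgeR here. The replicate block closed this gap at all 3 times and leaving out 12 h replicate 3 at 6 and 12 h. Library size alone closed it at 12 and 24 h, leaving out 12 h replicate 2 at 12 h, and limma-voom with sample quality weights at 24 h. For CA9 the paper's are 0.000345, 0.000105 and 2.7e-05, against 3.7e-05, 6.4e-06 and 1.2e-06 by edgeR here. Leaving out 0 h replicate 2 or 3 closed this gap at all 3 times. Library size alone, and leaving out 0 h replicate 1 or 6 h replicate 1 or 2, closed it at 6 h.

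The paper names limma-voom for its tables, and limma-voom here gave p-values up to 663, 604 and 845 times apart from the 1999 listed genes at 6, 12 and 24 h. Limma on voom values without precision weights, chosen only after the paper's values were seen, matched all 1999 listed genes at each time, with log2 fold changes within 5.0e-06 and p-values within 1.00468 times. Both the table and the analysis here hold 19981 genes. A fit in which the precision weights were not passed on could have produced the paper's p-values, and the 11 libraries analysed here are enough to reach them.

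The paper places GLUT14 10 Mb from GLUT3, and on GRCh38 the 2 genes are 0.0281 Mb apart. The paper also places GLUT14 upstream, and in the direction of transcription SLC2A14 lies downstream of SLC2A3, at lower coordinates on the minus strand. No alternative applies to these positions.

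By the paper's Figure 1b all 28 genes pass the rule at all 3 times, and here 27 do, since STC1 had 1.90 at 6 h. limma-voom, an alternative set before the data were examined, gave 2.10 for STC1 and all 28 genes. Leaving out 0 h replicate 3 gave 3.18 for STC1 at 6 h, and leaving out 6 h replicate 3 gave 2.13.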

Other observations

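The test of the 24 h pair against exonic length and the subtraction of olfactory receptor density were chosen only after the result was seen.

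The 24 h libraries differ from each other more than those of any other time. The rank correlation over genes between their log2 ratio and exonic length was -0.277, and in the other 9 pairs of libraries of one time it ran from -0.164 to 0.102. A shift towards short genes in 24 h replicate 2, or towards long ones in replicate 1, may thus lie behind part of this difference. The ratio of 1 pair cannot tell these apart, and exonic length counts all annotated exons, not the transcripts expressed. Mitochondrially encoded genes took 10.3% ± 0.0793 of counts at 0 h, 4.89% ± 0.514 at 6 h, 5.64% ± 1.03 at 12 h and 1.05% ± 0.970 at 24 h, where the libraries had 1.74% and 0.369%. EEF1A1 alone took 4.24% of the counts of 24 h replicate 2.

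Mitochondrially encoded genes had medians of -1.16, -0.91 and -3.31 at 6, 12 and 24 h against 0 h (adjusted p = 0.00871, 0.0235 and 3.7e-08 by limma's camera, lower in each hypoxic library), and 0.28 at 12 h against 6 h (0.400, 2 of 3 libraries). The 12 h call was lost without 12 h replicate 2 (-0.86, adjusted p = 0.0543 by camera; range over the alternatives 0.00155 to 0.630). It was also lost in fry (adjusted p = 0.0804) and with library size in place of TMM (0.0555 by camera). At 12 h against 6 h the median was 0.16 without 6 h replicate 1 and 0.18 without 12 h replicate 3.

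The ATF4 response, a list of 14 genes with 1 of them in Figure 1b, had -1.52, -1.24 and -0.43 against 0 h (adjusted p = 7.0e-06, 0.000154 and 0.104 by limma's camera, lower in each hypoxic library). edgeR's quasi-likelihood test called 11, 10 and 7 of them lower, and 2 higher at 24 h. At 24 h the median was -1.23 without replicate 1 and -0.24 without replicate 2, and fry gave an adjusted p of 0.000489 (range 0.000489 to 0.391). At 12 h against 6 h it was 0.19 (adjusted p = 0.0822 by limma's camera, 3 of 3 libraries), or 0.12 without 6 h replicate 1. With the trend over length and GC content removed, the 6 h median was -1.49, which argues against this trend as the cause.

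Proliferation genes had -0.48, -0.38 and -0.24 against 0 h (adjusted p = 0.104, 0.192 and 0.939 by limma's camera, lower in each hypoxic library), -0.0084 at 12 h against 6 h (0.349, 1 of 3 libraries) and 0.31 at 24 h against 12 h (0.104, 2 of 2). The 6 h median was -0.19 without 6 h replicate 3, the 24 h median -0.085 without 0 h replicate 1, and the last one 0.15 without 12 h replicate 1. At 12 h against 6 h proliferation had 0.19 without 6 h replicate 2 and 0.16 without 12 h replicate 1 (adjusted p = 0.0360 and 0.0268 by camera; range 0.0268 to 0.907), so its direction rests on single libraries. Histones had -0.30 at 6 h (adjusted p = 0.343 by limma's camera, 3 of 3) and 0.58 at 12 h (0.148, 2 of 3), with -0.19 at 6 h without 0 h replicate 3. At 12 h histones had 0.71 without 12 h replicate 1 (adjusted p = 0.00142 by camera) and 0.33 without 12 h replicate 3 (range over the alternatives 0.00142 to 0.780).

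Between times, the Figure 1b list had 0.19 at 12 h against 6 h (adjusted p = 0.104 by limma's camera, 3 of 3 libraries) and 0.42 at 24 h against 12 h (0.0583, 2 of 2), the latter 0.093 without 24 h replicate 1. Without 6 h replicate 3 or 12 h replicate 2 the former was 0.13 or 0.12. For the latter, fry gave adjusted p = 0.0109, and camera with the offset for length and GC content gave 0.0197. Camera gave 0.0769 with library size alone and 0.217 under a correlation estimated from the data, so the call depends on the test. Myc targets had -0.13 (adjusted p = 0.0955 by limma's camera, 3 of 3) and 0.25 (0.148, 1 of 2), the latter -0.013 without 24 h replicate 2 and 0.43 without replicate 1. Myc targets at 12 h against 6 h had -0.24 without 6 h replicate 3 (adjusted p = 0.000880 by camera; range 0.000880 to 0.697), -0.073 without 6 h replicate 1 and -0.081 without 6 h replicate 2. Heat shock had -0.12 (adjusted p = 0.212 by limma's camera, 2 of 3) and 0.083 (0.627, 0 of 2), and cholesterol synthesis 0.18 at 24 h against 12 h (0.400, 1 of 2), or 0.29 and -0.032 without 24 h replicates 1 and 2. Heat shock at 12 h against 6 h had -0.27 without 12 h replicate 1 (adjusted p = 0.00483 by camera; range 0.00483 to 0.782).

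SLC2A3 was not called between the hypoxic times (0.41 at 12 h against 6 h, adjusted p = 0.224 by edgeR; 0.016 at 24 h against 12 h, 0.962). All 3 of its 12 h libraries lay above all 3 of its 6 h libraries (exact permutation p = 0.1), so a small rise from 6 h to 12 h is not ruled out. SLC2A1 rose by 0.57 and CA9 by 1.24 at 12 h against 6 h (adjusted p = 0.117 and 0.0523 by edgeR's quasi-likelihood test).

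The 2631 lncRNA genes tested had medians of -0.78, -0.87 and -1.11 at 6, 12 and 24 h against 0 h, with 315 called higher and 1165 lower at 6 h. The 1043 of them outside protein-coding genes had -0.89 at 6 h, which argues against reads from introns as the cause. With the trend over length and GC content removed the median relative to all genes was -0.80, against -0.78 before, which argues against this trend. Protein-coding genes matched on expression had -0.41, so low counts may account for part of it. Over 400 olfactory receptor genes the normoxic libraries had 1.84 times the CPM of the 6 h libraries, as genomic DNA in normoxia would give. The density was 0.0175 CPM per kilobase, against a median of 0.346 for lncRNA genes, and taking it off changed the median log2 ratio from -0.71 to -0.70. The subtraction argues against DNA at this density as the whole cause. Pooled, lncRNA genes took 1.84% to 1.87% of counts in the normoxic libraries. At 6 h the share was 1.44%, 2.58% and 3.18% in replicates 1, 2 and 3. At 12 h it was 1.26%, 2.16% and 1.57%, and at 24 h 1.52% and 1.89%. The lower medians thus describe the typical lncRNA gene and not the pooled share, which moved in both directions.

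Several tests bear on how reads were counted, which the paper's text does not state. Of 108 genes contained in another gene, 98 (90.7%) hold at least 10 counts, as reads with several matches counted on each gene would give. Of 822 genes covered by exons of the other strand, 778 (94.6%) have 0 counts, against 79.1% of those covered on the same strand and 38.3% of those not covered, as counting without regard to strand would give. Of the windows of SLC2A3, 13.3% occur in SLC2A14, close to the share of its counts. The counts are consistent with reads counted on both genes, and the values of genes that overlap a gene on the other strand, such as CA9 and DDIT3, could miss reads for this reason.

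Of the 10 splits of the 6 libraries at 6 h against 0 h, and of those at 12 h against 0 h, 1 gave as many genes, the true one, with 10552 and 10236, and each of the other 9 gave 0. The share by splits alone cannot be under 0.1 with 3 libraries against 3. Distances between libraries were 149 to 168 from 0 h to 6 h and 138.9 to 161 from 0 h to 12 h, against 40.3 to 87.1 within these times, which argues against chance as the cause. The true splits had 11725 and 11454 genes at an unadjusted p under 0.05.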
